# Enhancer-associated H3K4 methylation safeguards in vitro germline competence

**DOI:** 10.1038/s41467-021-26065-6

**Published:** 2021-10-01

**Authors:** Tore Bleckwehl, Giuliano Crispatzu, Kaitlin Schaaf, Patricia Respuela, Michaela Bartusel, Laura Benson, Stephen J. Clark, Kristel M. Dorighi, Antonio Barral, Magdalena Laugsch, Wilfred F. J. van IJcken, Miguel Manzanares, Joanna Wysocka, Wolf Reik, Álvaro Rada-Iglesias

**Keywords:** Epigenetic memory, Germline development, Epigenomics, Gene expression profiling, Gene regulation

## Abstract

Germline specification in mammals occurs through an inductive process whereby competent cells in the post-implantation epiblast differentiate into primordial germ cells (PGC). The intrinsic factors that endow epiblast cells with the competence to respond to germline inductive signals remain unknown. Single-cell RNA sequencing across multiple stages of an in vitro PGC-like cells (PGCLC) differentiation system shows that PGCLC genes initially expressed in the naïve pluripotent stage become homogeneously dismantled in germline competent epiblast like-cells (EpiLC). In contrast, the decommissioning of enhancers associated with these germline genes is incomplete. Namely, a subset of these enhancers partly retain H3K4me1, accumulate less heterochromatic marks and remain accessible and responsive to transcriptional activators. Subsequently, as in vitro germline competence is lost, these enhancers get further decommissioned and lose their responsiveness to transcriptional activators. Importantly, using H3K4me1-deficient cells, we show that the loss of this histone modification reduces the germline competence of EpiLC and decreases PGCLC differentiation efficiency. Our work suggests that, although H3K4me1 might not be essential for enhancer function, it can facilitate the (re)activation of enhancers and the establishment of gene expression programs during specific developmental transitions.

## Abstract (web summary)

While inductive signals controlling germline specification are well characterized, the intrinsic factors that allow epiblast cells to respond to such signals remain largely unknown. Here the authors use in vitro differentiated primordial germ cells to show that partial retention of histone H3K4 monomethylation within relevant enhancers is important for germline competence and specification.

## Introduction

Competence can be defined as the ability of a cell to differentiate towards a specific cell fate in response to intrinsic and extrinsic signals^1^. While the extracellular signals involved in the induction of multiple cell fates have been described^2^, the intrinsic factors that determine the cellular competence to respond to those signals remain elusive. One major example illustrating the dynamic and transient nature of competence occurs early during mammalian embryogenesis, as the primordial germ cells (PGC), the precursors of the gametes, become specified. In mice, following implantation and the exit of naïve pluripotency (E4.5–E5.5), PGC are induced from the epiblast around E6.0–E6.25 at the proximo-posterior end of the mouse embryo^3^. The induction of PGC occurs in response to signals emanating from the extraembryonic tissues surrounding the epiblast: BMP4 from the extraembryonic ectoderm and WNT3 from the visceral endoderm^4^. Furthermore, regardless of their position within the embryo, formative epiblast cells (~E5.5–6.25)^5–7^ are germline competent when exposed to appropriate signals, but this ability gets lost as the epiblast progresses towards a primed pluripotency stage (>E6.5)^4^. However, the intrinsic factors that confer germline competence on the formative but not the primed epiblast cells remain obscure^8,9^, partly due to the limited cell numbers that can be obtained in vivo from mouse peri-implantation embryos (E4.5–E6.5). These limitations were mitigated by a robust in vitro differentiation system whereby mouse embryonic stem cells (ESC) grown under 2i conditions (naïve pluripotency) can be sequentially differentiated into EpiLC and PGCLC that resemble the formative epiblast and E9.5 PGC, respectively^10^. This system facilitated the mechanistic and genomic characterization of transcription factors (TFs)^11–13^ and epigenetic reprogramming events^14–16^ previously shown to be involved in PGC specification in vivo^17,18^.

Using the PGCLC in vitro differentiation system, two transcription factors, FOXD3 and OTX2, were found to promote the transition from naïve to formative pluripotency by coordinating the silencing of naïve genes and the activation of early post-implantation epiblast markers^9,19,20^. Subsequently, FOXD3 and OTX2 restrict the differentiation of EpiLC into PGCLC and, thus, the silencing of these TFs is required for in vitro germline specification^9,20^. The regulatory function of FOXD3 during these developmental transitions involves binding to and silencing of enhancers shared between naïve pluripotent cells and PGCLC^9^. Interestingly, during the transition from 2i ESC to EpiLC, FOXD3-bound enhancers lose TF and co-activator binding as well as H3K27ac but partly retain H3K4me1. This suggests that these enhancers do not become fully decommissioned, but transiently display a chromatin state similar, but not identical, to that of primed enhancers^21,22^. Enhancer priming typically involves binding of pioneer TFs and pre-marking by H3K4me1 that can precede and facilitate subsequent enhancer activation (*i.e*. marking by H3K27ac, recruitment of RNA Pol II, production of eRNAs)^23–26^. Interestingly, in differentiated macrophages, enhancers activated upon stimulation rapidly lose H3K27ac and TF binding, while retaining H3K4me1 for considerably longer. It was proposed that H3K4me1 persistence could facilitate a faster and stronger enhancer induction upon restimulation^27^. It is currently unknown whether, during development, H3K4me1 persistence once enhancers become decommissioned can similarly facilitate their eventual re-activation^21^.

H3K4me1 is catalyzed by the SET domains of the histone methyltransferases MLL3 (KMT2C) and MLL4 (KMT2D), which are part of the COMPASS Complex^28,29^. The knockout (KO) of *Mll3/4* or *Mll4* alone impairs enhancer activation and results in differentiation defects in various lineages^30–37^. However, the importance of MLL3/4 for enhancer function might be independent of H3K4me1 deposition, since *Mll3/4* catalytic mutant ESC (*Mll3/4* dCD) in which H3K4me1 was globally lost, only displayed minor defects in enhancer activation (*i.e*. H3K27ac, RNA Pol II and eRNA levels) in comparison to *Mll3/4* KO ESC^38^. Similarly, work in *Drosophila melanogaster* showed that, while the KO of *Trr*, the homolog of *Mll3/4* in flies, was embryonic lethal, an amino acid substitution in the SET domain of *Trr* that globally reduced H3K4me1 did not impair development or viability^39^. On the other hand, subsequent work with *Mll3/4* dCD ESC showed that the recruitment of chromatin remodelers^40^ and the establishment of long-range chromatin interactions^32^ required H3K4me1. Hence, the functional relevance of H3K4me1 for enhancer function is still under debate^41^.

Here we perform an extensive transcriptional and epigenetic characterization of the main stages of PGCLC differentiation to gain insights into the molecular basis of germline competence. Comparisons between germline competent EpiLC and non-competent EpiSC reveal that a notable fraction of PGCLC enhancers, which tend to be already active in the naïve stage (i.e. 2i ESC), partly retain H3K4me1 and remain accessible and responsive to TFs in EpiLC in comparison to EpiSC. Most importantly, the persistence of H3K4me1 within PGCLC enhancers seems to contribute to in vitro germline competence, as the absence of this histone mark reduces PGCLC differentiation efficiency.

## Results

### Characterization of the PGCLC in vitro differentiation system by single-cell RNA-seq

To overcome the scarcity and transient nature of PGCs in vivo, we used an in vitro PGCLC differentiation system^10^ whereby mouse ESC are differentiated into EpiLC from which PGCLC can be obtained within heterogeneous embryoid bodies (EB). In contrast, Epiblast stem cells (EpiSC), resembling the post-implantation gastrulating epiblast, cannot be efficiently differentiated into PGCLC and, thus, display limited germline competence (Fig. 1a)^7,10^. 

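Cells of the mouse ESC line E14Tg2a were collected at 7 stages of the differentiation and profiled by droplet-based scRNA-seq, with 1 library per stage and no replicates. The authors counted unique molecular identifiers (UMIs) per gene and cell on GRCm38, aggregated the libraries after bringing them to a common depth of mapped reads, and deposited the resulting UMI counts of 27998 genes without any further scaling. The 7 libraries held 2473 cells in all, with 2i ESC as the smallest and d2 EB as the largest, and the median number of UMIs per cell ranged from 21658 in d4 EB to 36750 in d1 EpiLC. Expression levels were computed as the UMIs of a gene summed over the cells of a group and scaled to a total of 1000000 UMIs of that group (CPM), with exact 95% Poisson intervals, and shares of cells were given exact 95% binomial (Clopper-Pearson) intervals. These intervals cover counting error only, and because every stage is 1 library, stage and library cannot be told apart and no test between stages was made. Gene positions were taken from the GENCODE annotation of GRCm38. For each cell, the 20 nearest neighbors were found by Euclidean distance on 20 principal components of the 2000 most variable genes, after counts were scaled to 10000 per cell and log-transformed. On average, 97.1% of a cell's neighbors came from its own library, while 15.3% would be found if the libraries were mixed at random. With 50 neighbors in place of 20, the alternative that moved this share most, it was 95.3%. The share was highest in 2i ESC with 99.9% and lowest in d4 EB with 89.8%, whose remaining neighbors were mostly d2 EB cells (9.13% of all neighbors).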

To better characterize this in vitro system, we performed single-cell RNA sequencing (scRNA-seq) across multiple stages of PGCLC differentiation (the scRNA-seq data can be easily explored with the *cloupe* file available through GEO: GSE155088). t-SNE analysis of the resulting single-cell transcriptomes (Supplementary Data 1) showed that cells tend to cluster within their corresponding differentiation stage (Fig. 1b). However, Day 2 and Day 4 EB showed cellular heterogeneity and formed distinct subclusters (Fig. 1b, c). One of these subclusters was identified as PGCLC based on the high expression of major PGC markers (e.g. *Prdm14*, *Prdm1, Tfap2c, Dppa3*), while the additional subpopulations within d4 EB were annotated based on the expression of cell identity markers identified by single-cell transcriptional profiling of E8.25 mouse embryos^42^ (Fig. 1c, Supplementary Fig. 1a, b). 

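When each EB library was divided by k-means clustering on 20 principal components, with the numbers of clusters that the methods give, d2 EB split into groups of 380, 98 and 59 cells and d4 EB into groups of 253, 49, 37 and 29 cells. Clusters were named from lists of marker genes fixed beforehand, and a name required a median fold of at least 2 over the other cells and at least 3 markers at that fold. In addition, no other class could have more of its markers among the genes of highest fold in the cluster. In d2 EB, 98 cells (18.2%, 95% interval 15.1% to 21.8%) were PGC-like and 59 cells (11.0%, 8.47% to 13.9%) were extraembryonic ectoderm-like. In d4 EB, 49 cells (13.3%, 10.0% to 17.2%) were PGC-like and 37 cells (10.1%, 7.18% to 13.6%) were extraembryonic ectoderm-like. The PGC-like cluster of d4 EB was led by the globin genes *Hba-a1*, *Hba-x*, *Hbb-y* and *Hba-a2*, followed by *Dppa5a*, and held all 44 cells that the authors list as PGCLC of d4 EB. With Seurat clusters as an alternative, the PGC-like cluster of d4 EB had 47 cells and also held these 44. It was led by *Dppa5a*, *Sox2*, *Nanog*, *Tdgf1* and *Pou5f1*, and the globin genes led an unnamed cluster of 150 cells.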

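The authors list the barcodes of the cells they assigned to PGCLC, and all 135 of them were found in the table, 91 among the cells of d2 EB (16.9%, 95% interval 13.9% to 20.4%) and 44 among the 368 cells of d4 EB (12.0%, 8.82% to 15.7%). Among the alternative definitions, the k-means cluster with the highest PGC marker expression moved these shares most and held 86 of the 91 listed d2 cells and all 44 listed d4 cells. The listed PGCLC were selected on PGC markers, so the following levels describe that selection and are not independent of it. *Prdm14* (ENSMUSG00000042414, chromosome 1, 13113457 to 13127163) reached 26.8 CPM (22.0 to 32.4) in the listed PGCLC against 1.28 CPM (0.838 to 1.88) in the 770 remaining EB cells. *Prdm1* (ENSMUSG00000038151, chromosome 10, 44437177 to 44528501) was at 41.4 CPM (35.3 to 48.2) against 3.85 CPM (3.04 to 4.80). *Tfap2c* (ENSMUSG00000028640, chromosome 2, 172549593 to 172558622) was at 89.3 CPM (80.2 to 99.0) against 22.2 CPM (20.2 to 24.3), and *Dppa3* (ENSMUSG00000046323, chromosome 6, 122626410 to 122630272) at 126.6 CPM (115.8 to 138.2) against 2.07 CPM (1.49 to 2.80). A UMI of *Dppa3* was found in 54.9% of the d2 PGCLC and 63.6% of the d4 PGCLC, at median depths of 29664 and 24558 UMIs per cell, and in 3.25% of the remaining EB cells, whose median depth was 22980.5 UMIs. After every cell was thinned to 15374 UMIs, which kept all d2 PGCLC, 38 of the d4 PGCLC and 721 of the remaining EB cells, these shares were 48.4%, 57.9% and 1.39%.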

Remarkably, these subclusters were similar to the extraembryonic tissues (i.e. extraembryonic ectoderm, extraembryonic mesoderm, and endothelium) that surround PGCs in the proximo-posterior end of the mouse embryo following germline specification in vivo. Furthermore, differential expression analysis between the PGCLC cluster and the remaining cells of the d2 and d4 EBs (see Methods) led to the identification of a set of 389 PGCLC genes (Supplementary Data 2), which included the PGC markers mentioned above as well as major naïve pluripotency regulators (e.g. *Nanog*, *Esrrb*) (Fig. 1d, e). 

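Among the markers fixed for naming, those of extraembryonic ectoderm (for example *Esx1*, *Rhox6* and *Rhox9*) had a median fold of 17.4 in the group of 59 d2 EB cells and of 31.7 in the group of 37 d4 EB cells. The largest group of d4 EB cells, with 253 cells led by *Ptn*, *Pitx1* and *Col3a1*, had a median fold of 2.65 for extraembryonic mesoderm markers, but also of 2.74 for those of the primitive streak or nascent mesoderm, and was left unnamed. In the same library, 29 cells led by *Cldn5*, *Ctla2a* and *Emcn* had a median fold of 22.4 for endothelium markers. The detected markers of endoderm or gut had the highest median fold in these 29 cells, 37.4. Endothelium markers such as *Emcn* were among the leading genes, and the cells too were left unnamed by the fixed rule. The 380 d2 EB cells led by *Hoxc8* and *Pitx1* had median folds of 2.25 for extraembryonic mesoderm and 4.23 for endothelium markers, so that names given from other marker lists may differ from these.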

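All 389 listed genes were found in the count table. Each of them was detected in more than 20% of the listed PGCLC and in fewer than 40% of the remaining EB cells, and the shares recomputed from the counts lay within 0.1 percentage points of those in the paper's table for 389 of 389 genes. In the median over genes, a UMI was found in 44.4% of the listed PGCLC, at a median depth of 26764 UMIs per cell, and in 13.0% of the remaining EB cells. After thinning to 16623 UMIs per cell, which left out 11 PGCLC and 77 remaining EB cells, the medians were 30.6% and 8.66%, and 307 genes met both criteria. With the k-means clusters in place of the listed cells, 377 genes met them. The CPM was higher in the listed PGCLC for all 389 genes and at least 2-fold higher for 339 of them, with a median log2 ratio of 1.66. The list was chosen on these same cells, so these counts are not independent evidence. *Nanog* (ENSMUSG00000012396, chromosome 6, 122707489 to 122714633) had 2.52 CPM (1.87 to 3.31) in the remaining EB cells, and *Esrrb* (ENSMUSG00000021255, chromosome 12, 86361117 to 86521628) had 0.740 CPM (0.414 to 1.22) there and 29.8 CPM (24.7 to 35.7) in the listed PGCLC.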

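Summed over the 389 PGCLC genes, 16522.8 CPM (95% interval 16437.8 to 16608.2) were found in 2i ESC, and the level relative to 2i ESC was 0.984 in d1 EpiLC, 0.629 (0.625 to 0.634) in d2 EpiLC, 0.494 in d3 EpiLC and 0.487 in EpiSC. The median over genes, the mean of log2(UMI + 1) and the sum without the 5 most abundant genes (*Utf1*, *Lefty1*, *Tdgf1*, *Tdh* and *L1td1*) gave ratios of d2 EpiLC to 2i ESC between 0.576 and 0.850. The highest was 2 to the power of the difference in mean log2(UMI + 1), which the added 1 draws towards a ratio of 1. Gene by gene, 120 of the 389 genes were at least 2-fold lower in d2 EpiLC than in 2i ESC and 54 were at least 2-fold higher. Over the 387 genes with at least 10 UMIs in both libraries together, the median log2 ratio of d2 EpiLC to 2i ESC was -0.26, below all of 10000 random lists of the same size matched on mean expression, of which 95% gave medians between 0.20 and 0.33. In the listed PGCLC, the sum was 1.25 times (1.23 to 1.26) that of d2 EpiLC, with a ratio of 1.14 for d2 PGCLC and 1.55 for d4 PGCLC, and of the 389 genes 130 were at least 2-fold higher and 21 at least 2-fold lower than in d2 EpiLC. This ratio changed direction with the mean of log2(UMI + 1) taken in the same way, which gave 0.997. That measure is not scaled for depth, at medians of 26764 UMIs per listed PGCLC and 35956 UMIs per d2 EpiLC. Relative to 2i ESC, the sum was 0.715 in d2 PGCLC and 0.975 in d4 PGCLC. *Esrrb*, for example, fell from 60.5 CPM in 2i ESC to 11.9 CPM in d1 EpiLC and 1.97 CPM in d2 EpiLC, and was at 22.8 CPM in d2 PGCLC and 49.3 CPM in d4 PGCLC.

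**Figure D1:**
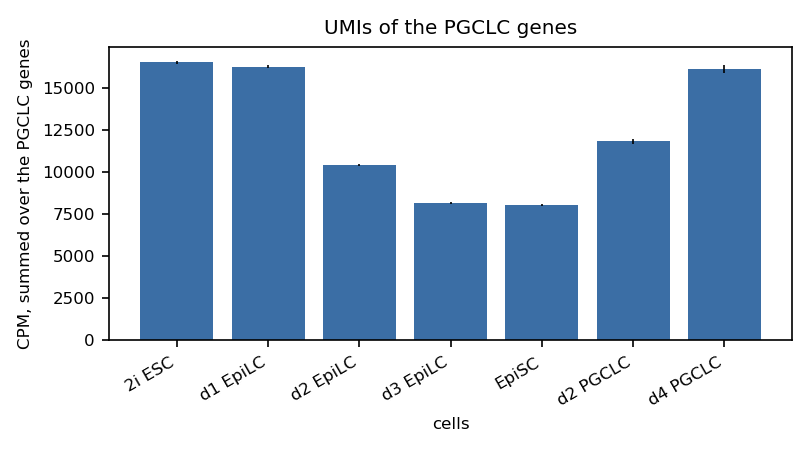
CPM summed over the 389 PGCLC genes in each group of cells, with exact 95% Poisson intervals as error bars. The bar of d2 EpiLC stands at 0.629 times that of 2i ESC, and that of d4 PGCLC at 0.975 times.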

In agreement with previous reports^10^, we found that several PGCLC genes were more highly expressed in ESC, progressively silenced in EpiLC, and finally reactivated in PGCLC (Fig. 1d, e, Supplementary Fig. 1c). 

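*Klf4* (ENSMUSG00000003032, chromosome 4, 55527143 to 55532466) had 246.5 CPM (95% interval 236.2 to 257.2) in 2i ESC and 42.4 CPM (36.2 to 49.3) in the listed PGCLC, while the remaining EB cells had 53.3 CPM. *Zfp57* (ENSMUSG00000036036, chromosome 17, 37001163 to 37010635) had 81.3 CPM (75.4 to 87.5) in 2i ESC and 18.1 CPM (14.1 to 22.7) in the listed PGCLC. *Tbx3* (ENSMUSG00000018604, chromosome 5, 119670669 to 119684724) had 145.3 CPM (137.4 to 153.5) in 2i ESC and 60.4 CPM (53.0 to 68.6) in the listed PGCLC, but 157.1 CPM (151.7 to 162.6) in the remaining EB cells. In 2i ESC, *Prdm1* was at 6.51 CPM (4.93 to 8.43) and *Dppa3* at 3.54 CPM (2.41 to 5.02). *Dnd1* (ENSMUSG00000044595, chromosome 18, 36763671 to 36766214) was at 6.74 CPM (5.13 to 8.69) in 2i ESC and 136.2 CPM (125.0 to 148.1) in the listed PGCLC. With a median depth of 33971 UMIs per cell, a UMI of *Prdm1* was found in 21.6% of 2i ESC, against 68.1% of the d2 PGCLC and 34.1% of the d4 PGCLC, and in 7.14% of the remaining EB cells, most of which should lack it. After thinning to 15374 UMIs, these shares were 8.07%, 46.2%, 26.3% and 5.13%.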

Despite the similar expression profile of ESC and PGCLC, major ESC (e.g. *Klf4, Zfp57, Tbx3*) and PGC (e.g *Prdm1, Dppa3, Dnd1*) markers were specifically expressed in the ESC and PGCLC clusters, respectively (Fig. 1e, Supplementary Fig. 1d, Supplementary Data 2). Furthermore, differential expression analysis between PGCLC and in vitro pluripotent cell types (i.e. ESC, d2 EpiLC, and EpiSC) showed that ~25% of the PGCLC genes (100/389) displayed a PGCLC specific expression pattern (Supplementary Fig. 1e). Therefore, despite their similarities, 2i ESC and PGCLC are transcriptionally distinct. 

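By a rule of size, in place of a test that takes cells as replicates, 40 of the 389 PGCLC genes (10.3%, 95% interval 7.45% to 13.7%) had a CPM in the listed PGCLC at least 2-fold above each of 2i ESC, d2 EpiLC and EpiSC. The count was 62 with a 1.5-fold rule and 16 with a 3-fold rule. Taken singly, 96 genes (24.7%) were at least 2-fold higher in PGCLC than in 2i ESC, 139 (35.7%) than in d2 EpiLC and 186 (47.8%) than in EpiSC.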

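Of the 389 PGCLC genes, 93 had a log2 ratio of at least 1 between the listed PGCLC and 2i ESC and 61 one of at most -1, when 1 CPM was added to both levels (96 were at least 2-fold higher without it), and the median log2 ratio was 0.17. Of the nearest neighbors of the listed PGCLC, 0.926% were 2i ESC and 88.0% other listed PGCLC. These shares say little on closeness to 2i ESC, because most neighbors of any cell came from its own library.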

Lastly, we also defined gene sets specific for the three investigated in vitro pluripotent cell types (i.e. ESC, d2 EpiLC, and EpiSC) by performing differential gene expression analysis between each cell type and the other two (Supplementary Data 2).

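The genes of the ESC set and the 389 EpiLC and 546 EpiSC genes of the paper's table were all found among the deposited counts. The CPM was highest in the set's own stage, among 2i ESC, d2 EpiLC and EpiSC, for 492 of the ESC genes, 374 of the EpiLC genes and 546 of the EpiSC genes, and at least 2-fold above both other stages for 345, 158 and 368 of them. The sets were chosen on these libraries, so the counts describe the choice. Of the 389 PGCLC genes, 110 are also in the ESC set, 40 in the EpiLC set and 12 in the EpiSC set. The summed CPM of the ESC set in 2i ESC was 4.04 times (95% interval 4.00 to 4.09) that in d2 EpiLC and 6.07 times (6.00 to 6.15) that in EpiSC. For the EpiLC set, the CPM in d2 EpiLC was 1.38 times (1.37 to 1.40) that in 2i ESC and 3.04 times (3.01 to 3.08) that in EpiSC.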

**Fig. 1:**
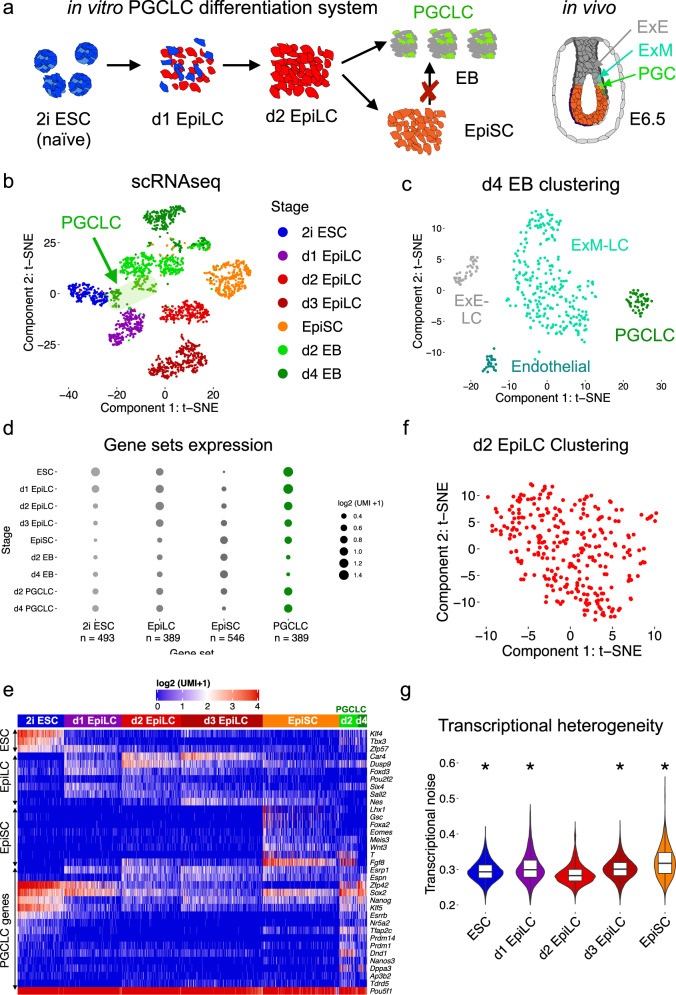
scRNA-seq profiling of the in vitro PGCLC differentiation system. **a** Schematic representation of the in vitro PGCLC differentiation system. Embryonic stem cells (ESC) are differentiated into epiblast-like cells (EpiLC). Day 2 (d2) EpiLC are germline competent and can be differentiated into embryoid bodies (EB) containing primordial germ cell-like cells (PGCLC). In contrast, the progress of EpiLC into epiblast stem cells (EpiSC) restricts germline competence. The diagram to the far right illustrates the in vivo location of PGCs at the proximal-posterior end of a mouse embryo (ExE: Extraembryonic Ectoderm; ExM: Extraembryonic Mesoderm, PGC: Primordial germ cells). **b** t-SNE plot of the scRNA-seq data (*n* = 2782 cells) generated across the main stages of the in vitro PGCLC differentiation protocol. **c** t-SNE plot based on the scRNA-seq data generated in d4 EB (*n* = 368 cells). K-means clustering of d4 EB identified four clusters resembling the transcriptomes of PGCs and their main surrounding tissues in vivo: ExE, ExM, and Endothelial cells. **d** Gene expression summary for the different gene sets defined using the scRNA-seq data (see Methods). The number of genes in each set is indicated below and the size of a dot represents the average expression of all genes within a gene set for the indicated cellular stages (UMI: unique molecular identifier). **e** Heatmap showing the expression of selected genes from the gene sets shown to the left (i.e. ESC, EpiLC, EpiSC, and PGCLC gene sets) within individual cells belonging to the indicated cellular stages. The expression values are displayed as UMI counts. **f** t-SNE plot for the d2 EpiLC scRNA-seq data alone (*n* = 289 cells). **g** Violin plots showing transcriptional noise (defined as cell-to-cell transcript variation for the 500 most variable genes) for ESC, EpiLC, and EpiSC. Lower transcriptional noise indicates higher transcriptional similarity between the cells belonging to a particular stage. All cellular stages shown were compared to d2 EpiLC using two-sided Wilcoxon tests (*p-value < 2.2 × 10^−16^). The horizontal line in the boxplots indicates the median, the box indicates the first and third quartiles and the whiskers indicate ± 1.5 × interquartile range.

### Germline competent EpiLC are transcriptionally homogeneous

Previous work indicates that the acquisition of germline competence in day 2 (d2) EpiLC entails the complete dismantling of the naïve gene expression program^5,6^, which is then partly re-activated during PGCLC induction. 

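Among d2 EpiLC, 99.0% of the nearest neighbors of a cell came from the same library, and 0.519% were d1 EpiLC. The genes of the ESC set made up a median of 1.58% of the UMIs of a cell in 2i ESC and 0.375% in d2 EpiLC, where the highest cell reached 1.12%. None of the 289 d2 EpiLC reached 1.34%, the 5th percentile of 2i ESC, which allows a share of up to 1.04% of such cells, whereas 19 of 280 d1 EpiLC (6.79%, 95% interval 4.13% to 10.4%) did. The count remained 0 with the 1st or the 10th percentile as the threshold and when only the naive pluripotency genes *Klf4*, *Zfp57*, *Tbx3*, *Esrrb*, *Zfp42* and *Klf2* were used. In the same cells, *Prdm14* had 0 UMIs and *Tfap2c* 1 UMI, while *Prdm1* was at 4.66 CPM (3.48 to 6.11) and *Dppa3* at 2.15 CPM (24 UMIs). At least 2 of the 4 PGC markers *Prdm1*, *Dppa3*, *Nanos3* and *Dnd1* were detected in 21 of the 289 d2 EpiLC (7.27%, 4.55% to 10.9%). The share was 12.8% in 2i ESC, 13.9% in d1 EpiLC, 2.51% (1.21% to 4.56%) in d3 EpiLC, 2.41% (1.11% to 4.53%) in EpiSC and 76.9% in d2 PGCLC. In the remaining EB cells, taken as the background, the share was 4.29% (2.97% to 5.97%) at a lower depth. Taken singly, *Dnd1* was detected in 29.4%, *Prdm1* in 14.9%, *Dppa3* in 7.61% and *Nanos3* in 2.42% of the d2 EpiLC. The share with 2 or more was not compared with that of markers detected independently of each other, so it cannot show cells that entered the germline early.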

In agreement with this, all d2 EpiLC clustered together and neither a distinct subpopulation indicative of a retained naïve pluripotency expression program nor signs of precocious germline induction could be identified (Fig. 1b, f; Supplementary Fig. 1f). Congruently, the cell-to-cell variability in gene expression levels, defined as transcriptional noise, was significantly lower in d2 EpiLC than in the preceding or subsequent cellular stages (Fig. 1g). This is in agreement with the transcriptional homogeneity of the E5.5 epiblast in vivo^43^, which bears the lowest transcriptional noise during mouse peri-implantation development^44^. 

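Transcriptional noise was computed for every pair of cells of a library from the Spearman correlation over the 500 genes whose UMI counts varied most in that library, with the distance formula of the methods, and no p-value is given because neither cells nor pairs of cells are replicates. The median was 0.283 in d2 EpiLC, compared with 0.293 in 2i ESC, 0.299 in d1 EpiLC, 0.301 in d3 EpiLC and 0.295 in EpiSC, so that d2 EpiLC had the lowest value of the 5 stages. The interquartile range in d2 EpiLC, from 0.268 to 0.300, overlapped that of every other stage. The order depended on the measure, as d2 EpiLC were lowest in 6 of 12 settings, the one above included. Choosing the genes by the variance of log2(UMI + 1) placed d2 EpiLC (0.569) above d1 EpiLC (0.488), 2i ESC (0.532) and EpiSC (0.536). When every cell was thinned to 15374 UMIs, which left out between 4 and 13 cells of each of these stages, the medians were 0.324 in d2 EpiLC and 0.323 in EpiSC. With both changes, chosen after seeing the data, d2 EpiLC had the highest median of the 5 stages (0.635, next to 0.634 in d3 EpiLC).

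**Figure D2:**
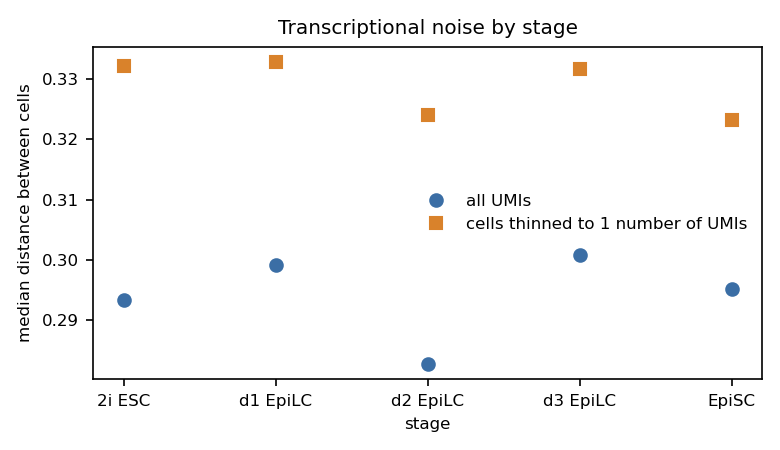
Median transcriptional noise over all pairs of cells at each stage, on a scale without units, from all UMIs and from cells thinned to 15374 UMIs. From all UMIs d2 EpiLC have the lowest median (0.283), and in thinned cells EpiSC have a median of 0.323 and d2 EpiLC of 0.324.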

Lastly, we analyzed bulk RNA-seq data generated in *Otx2*^*−/−20*^ and *Prdm14*^*−/−14*^ EpiLC, which despite displaying increased and decreased germline competence, respectively, showed normal expression of PGCLC genes (Supplementary Fig. 1g). Therefore, in agreement with the previous work^6^, our scRNA-seq analysis indicates that in vitro germline competence entails a transcriptionally homogeneous stage in which the gene expression program shared between naïve pluripotency and PGCLC is silenced.

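Of the PGCLC genes, 175 were at or above their PGCLC level in 2i ESC, and 97 of these were at least 2-fold lower in d2 EpiLC than in 2i ESC. The share of UMIs from all 389 genes in single d2 EpiLC had a median of 1.02%, and 287 of the 289 cells lay above 0.709%, the 5th percentile of the listed PGCLC. This limit was also reached by 86.5% of d3 EpiLC and 79.1% of EpiSC, against 17.9% of d2 EB and 13.3% of d4 EB cells. It therefore did not separate d2 EpiLC from the other pluripotent stages. The spread of the ESC set among d2 EpiLC was an SD of 0.115 percentage points, against 0.184 in 2i ESC, 0.230 in d1 EpiLC, 0.0851 in d3 EpiLC and 0.0786 in EpiSC, around medians that differ. From the grouping of d2 EpiLC without a naive or germline subpopulation, the low noise and bulk RNA-seq of EpiLC without *Otx2* or *Prdm14*, which is not analyzed here, the paper proposes that germline competence in vitro involves a homogeneous stage with the shared program of naive pluripotency and PGCLC silenced.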

### Identification of PGCLC active enhancers

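At least 2-fold lower levels than in 2i ESC were found for 158 of the 389 PGCLC genes in EpiSC, 103 of which were also at least 2-fold lower in d2 EpiLC. Among the 175 genes at or above their PGCLC level in 2i ESC, 129 were at least 2-fold lower in EpiSC. The median log2 ratio over all genes was -0.59 for EpiSC over 2i ESC, and the summed CPM of the set in EpiSC was 0.774 times (95% interval 0.767 to 0.780) that in d2 EpiLC. *Esrrb* had 3 UMIs in EpiSC (0.235 CPM, 0.0485 to 0.687), *Prdm14* had 0 UMIs among 12760723, which allows up to 0.235 CPM, and *Tfap2c* had 16.5 CPM (14.4 to 18.9) in EpiSC, higher than the 0.0896 CPM of d2 EpiLC.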

Many PGCLC genes, especially those active in ESC, are silenced in EpiLC and EpiSC (Fig. 1d, e, Supplementary Fig. 1c), yet only EpiLC display high germline competence. Taking previous observations into account^9,45,46^, we hypothesized that enhancers involved in the induction of PGCLC genes might display epigenetic differences between EpiLC and EpiSC that could explain their distinct germline competence. To test this hypothesis, we first identified distal H3K27ac peaks in d6-sorted PGCLC using publically available data^15^. In agreement with our previous observations^9^, a large fraction of the d6 PGCLC H3K27ac peaks were initially active in ESC, lost H3K27ac in EpiLC, and became progressively reactivated in d2 and d6 PGCLC (Supplementary Fig. 2a). Since most of the d6 PGCLC H3K27ac peaks were also active in ESC, we then used Capture Hi-C data generated in ESC^47^ to systematically associate these distal peaks to their putative target genes. Finally, we defined PGCLC enhancers as those distal d6 PGCLC H3K27ac peaks that could be physically linked to our PGCLC gene set (Supplementary Data 2). This resulted in 415 PGCLC enhancers linked to 216 of the 389 PGCLC genes (Fig. 2a). Furthermore, to compare epigenetic changes between different enhancer groups, EpiLC and EpiSC enhancers were defined using similar criteria (Methods; Supplementary Data 3).

**Fig. 2:**
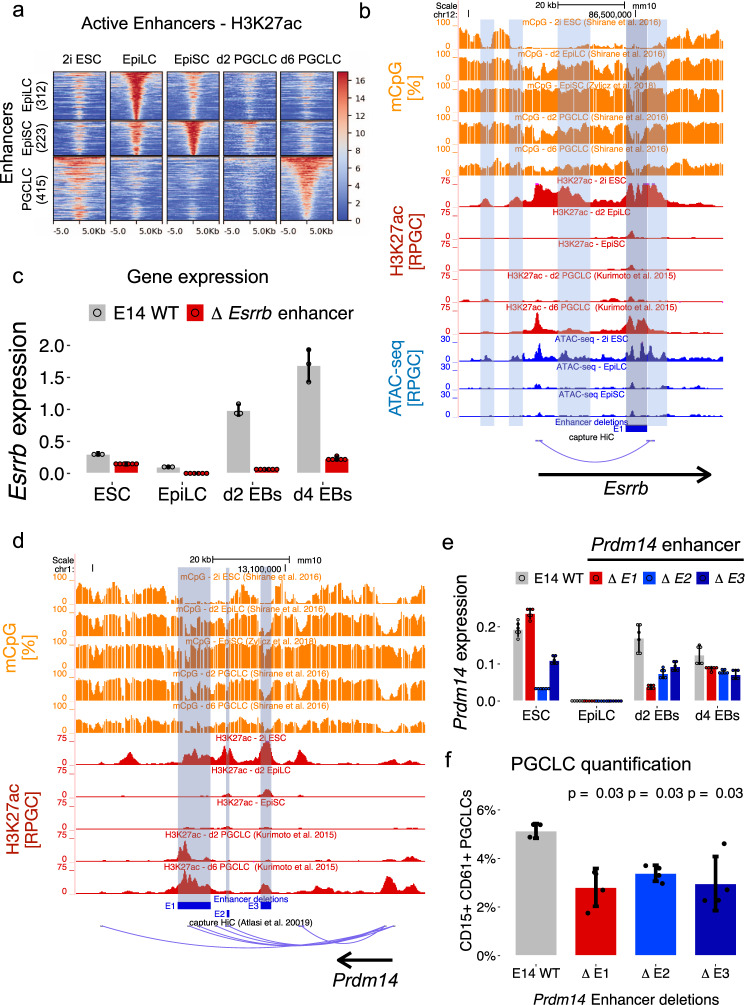
Identification and functional assessment of PGCLC enhancers. **a** H3K27ac dynamics for EpiLC, EpiSC, and PGCLC enhancers during PGCLC differentiation (see *Methods* for the definition of enhancer sets). Enhancers within each set were ordered according to the H3K27ac levels in the corresponding cell type. RPGC: reads per genomic content. **b** ATAC-seq, H3K27ac, and CpG methylation dynamics during PGCLC differentiation for the *Esrrb* locus. A PGCLC enhancer physically linked to the *Esrrb* according to capture Hi-C data^47^ is highlighted in gray. H3K27ac peaks found only in ESC and representing putative ESC-specific enhancers are highlighted in light blue. The blue rectangle denotes the generated enhancer deletion. **c** *Esrrb* expression levels were measured by RT-qPCR in d4 EB differentiated from WT ESC and the two ESC clonal lines with the *Esrrb* enhancer deletion shown in (**b**). The expression values were normalized to two housekeeping genes (*Eef1a1* and *Hprt*). The bar plots show the mean expression ± SD from 6 measurements (two clonal lines × three technical replicates shown as circles). **d** H3K27ac and CpG methylation dynamics during PGCLC differentiation for three PGCLC enhancers (E1–E3) found within the *Prdm14* locus. The blue rectangles denote the generated enhancer deletions. The E1-E2 enhancers are physically linked to *Prdm14* in ESC according to capture Hi-C data^47^. RPGC: reads per genomic content. **e** *Prdm14* expression levels were measured by RT-qPCR in d4 EB differentiated from WT ESC and ESC with the indicated *Prdm14* enhancer deletions (two clonal lines for each deletion). The expression values were normalized to two housekeeping genes (*Eef1a1* and *Hprt*). The bar plots show the mean expression ± SD from 6 measurements (two clonal lines x three technical replicates shown as circles). **f** WT ESC and ESC lines with the indicated *Prdm14* enhancer deletions were differentiated into PGCLC. PGCLC were measured as CD15^+^CD61^+^ cells within d4 EB. Each PGCLC quantification is shown as means ± SD from biological duplicates and two different clonal lines for each enhancer deletion (*n* = 2 × 2). The p-values were calculated using two-sided Wilcoxon tests comparing cells with enhancer deletions to WT cells.

To validate our PGCLC enhancer calling strategy, we first selected three representative enhancers linked to *Esrrb*, *Klf5,* and *Lrrc31/Lrrc34*, respectively (Fig. 2b, Supplementary Fig. 2b). These three enhancers were initially active in ESC, got silenced in EpiLC, and finally became re-activated in PGCLC. Each enhancer was individually deleted in ESC using CRISPR/Cas9 technology (Supplementary Fig. 2c). The deletion of the enhancers associated with *Lrrc31/Lrrc34* and *Klf5* significantly reduced the expression of the corresponding target genes in ESC and d4 EB (Supplementary Fig. 2d, e). The *Esrrb* enhancer deletion had a moderate effect in ESC and severely diminished *Esrrb* expression in d4 EB (Fig. 2c). The moderate effect in ESC could be explained by the presence of additional ESC-specific enhancers (Fig. 2b) that might control *Esrrb* expression in ESC and compensate for the enhancer deletion^48^. Similarly, since some PGCLC genes are associated with multiple and potentially redundant regulatory elements in PGCLC (i.e. 415 enhancers linked to 216 PGCLC genes; 1.9 enhancers/gene), we individually deleted three different enhancers (i.e. E1, E2, and E3) (Fig. 2d; Supplementary Fig. 2c) previously described as components of a *Prdm14* super-enhancer^49^. In agreement with previous work, the E2 deletion strongly reduced *Prdm14* expression in ESC, while the deletion of E3 or E1 had considerably smaller effects (Fig. 2e)^49^. Upon PGCLC differentiation, the regulatory importance of each enhancer changed and E1 clearly contributed to *Prdm14* expression, especially during early PGCLC induction (Fig. 2e). These results suggest that, rather than being components of an ESC super-enhancer, the E1–E3 elements differentially contribute to *Prdm14* expression in either ESC (i.e. E2) or early (d2 EBs) PGCLC (i.e. E1). Furthermore, in agreement with the role of *Prdm14* as a PGC master regulator^50^, we found that the individual E1–E3 deletions significantly impaired PGCLC differentiation (Fig. 2f, Supplementary Fig. 2f). However, for the E2 and E3 enhancer deletions, we can not exclude that the impaired PGCC differentiation might be caused, at least partially, by the initial decrease in Prdm14 expression in ESC, which might compromise naïve pluripotency by increasing the levels of de novo DNA methyltransferases and, thus, of CpG methylation^51–53^. Altogether, the previous deletions support the relevance of the identified PGCLC enhancers and suggest that some of them (e.g. *Esrrb* and *Prdm14* E1 enhancers) are particularly relevant during PGCLC induction, while others might be important in both ESC and PGCLC.

### Partial decommissioning of PGCLC enhancers in EpiLC

To explore whether PGCLC enhancers display any chromatin differences between EpiLC and EpiSC, we generated an extensive set of ChIP-seq and ATAC-seq data sets in ESC, EpiLC, and EpiSC (Fig. 3a; Supplementary Fig. 3a). Overall, the most pronounced changes within PGCLC enhancers were observed for H3K4me1, which was higher in EpiLC, and H3K9me3 and mCpG, which were increased in EpiSC (Fig. 3a, b). These differences were not observed for other enhancer groups (e.g. EpiSC enhancers), suggesting that they were not due to technical reasons or global epigenomic differences between EpiLC and EpiSC (Fig. 3a). Moreover, when analyzing the transcription start sites (TSS) of the PGCLC genes we found that, although H3K4me1 was higher in EpiLC than in EpiSC, its overall levels were low compared to PGCLC enhancers (Fig. 3a). Similarly, constitutive heterochromatin marks (e.g. H3K9me3, mCpG) around TSS increased in EpiSC, but their levels were lower than within PGCLC enhancers. Other chromatin features typically found at promoter regions (e.g. H3K4me2/3, high chromatin accessibility) were similar around PGCLC TSS in EpiLC and EpiSC (Fig. 3a). Therefore, subsequent analyses were focused on PGCLC enhancers rather than promoters.

**Fig. 3:**
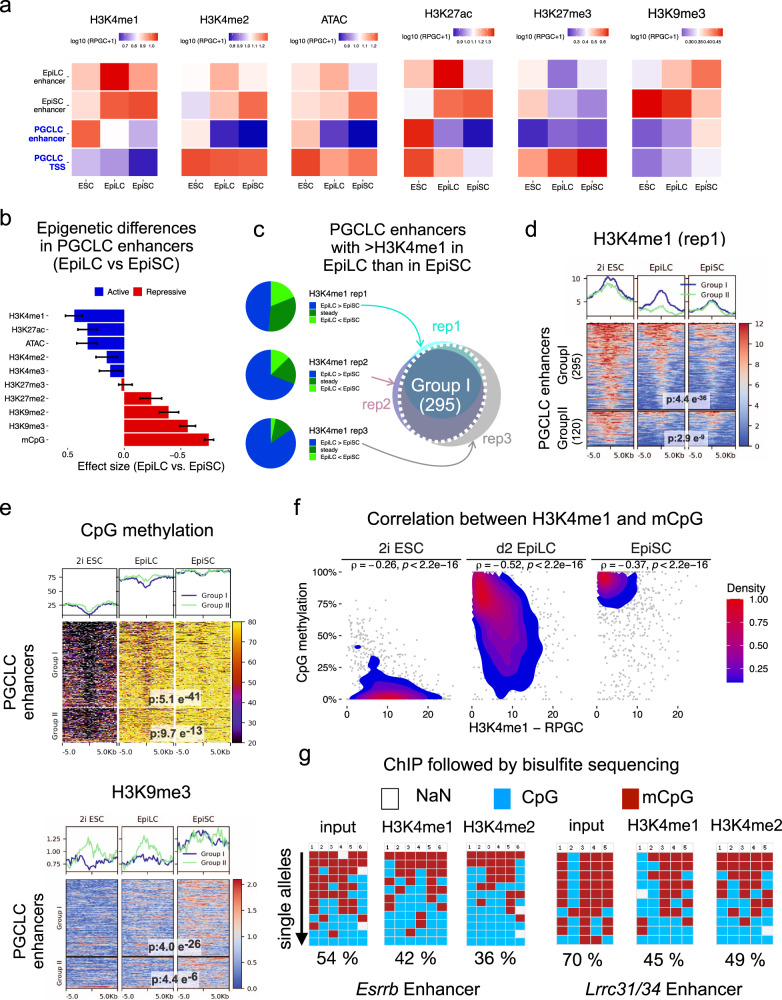
Chromatin features of PGCLC enhancers in ESC, EpiLC, and EpiSC. **a** Chromatin marks were measured in ESC, EpiLC, and EpiSC for the indicated enhancers and the TSS of the PGCLC genes. Quantifications were performed by measuring average signals within 1 kb of the enhancers or TSS (RPGC: Reads per genomic content). **b** The magnitude of the differences in chromatin marks between EpiLC and EpiSC within PGCLC enhancers (*n* = 415) was determined as the effect sizes from paired two-sided Wilcoxon tests. The bar plots show the effect size and the error bars represent the confidence intervals (0.95). **c** Three H3K4me1 ChIP-seq replicates were generated in EpiLC and EpiSC, respectively. For each replicate, the average H3K4me1 signal within 1 kb of each PGCLC enhancer was calculated. PGCLC enhancers showing EpiLC/EpiSC ratios >1.2-fold were assigned to the ‘EpiLC>EpiSC’ category. PGCLC enhancers assigned to the ‘EpiLC>EpiSC’ category in at least two replicates were defined as *Group I*. All other enhancers were assigned to *Group II*. **d** H3K4me1 levels (first replicate) for Group I and II PGCLC enhancers in EpiLC and EpiSC. *P*-values were calculated using paired two-sided Wilcoxon tests. **e** H3K9me3 and CpG methylation levels for Group I and II PGCLC enhancers in EpiLC and EpiSC. *P*-values were calculated using paired two-sided Wilcoxon tests. The scales for H3K9me3 and CpG methylation data are shown as RPGC and % of methylated CpGs, respectively. **f** Correlation plots between CpG methylation and H3K4me1 at Group I PGCLC enhancers. For each enhancer, the average CpG methylation and H3K4me1 levels (first ChIP-seq replicate) were calculated for two 500 bp bins up- and downstream of each enhancer, and spearman correlations (ρ) were determined. **g** Bisulfite sequencing analysis of the PGCLC enhancers associated with *Esrrb* and *Lrrc31/34* using as templates input DNA, H3K4me1 ChIP DNA, and H3K4me2 ChIP DNA generated in EpiLC. The columns correspond to individual CpGs within each enhancer that are unmethylated (blue), methylated (red), or not sequenced (gray). At least 10 alleles were analyzed for each template DNA (rows). In (**e**) and (**f**) the CpG methylation data were obtained from Zylicz et al. 2015^45^.

To identify PGCLC enhancers showing consistent differences between EpiLC and EpiSC, we focused on H3K4me1, which is widely considered as an enhancer mark^54^. We generated two additional H3K4me1 ChIP-seq replicates in EpiLC and EpiSC (including data from a different ESC strain i.e. R1) and classified PGCLC enhancers in two groups: Group I: PGCLC enhancers showing an EpiLC/EpiSC H3K4me1 ratio higher than 1.2-fold in at least two replicates Group II: all other PGCLC enhancers showing EpiLC/EpiSC H3K4me1 ratios lower than 1.2-fold. Based on this classification, 71% of the PGCLC enhancers were assigned to Group I and, thus, showed higher H3K4me1 levels in EpiLC than in EpiSC in at least two replicates (71% Group I; 29% Group II) (Fig. 3c, d; Supplementary Fig. 3b, c). The Group I PGCLC enhancers also retained more H3K27ac in EpiLC, while the differences in H3K4me2 and chromatin accessibility, as measured by ATAC-seq, were rather moderate (Supplementary Fig. 3d). In contrast, the Group I enhancers displayed lower mCpG and H3K9me3 levels in EpiLC than in EpiSC, while these differences were considerably less obvious for the Group II enhancers (Fig. 3d, e, Supplementary Fig. 3e). Notably, previous work showed that germline genes and enhancers are repressed by the H3K9 methyltransferase EHMT2 during mouse post-implantation development^45^, suggesting that Group I enhancers get progressively silenced as ESC differentiate into EpiLC and EpiSC. Furthermore, H3K4me1 and mCpG were inversely correlated across Group I PGCLC enhancers, particularly in EpiLC (Fig. 3f). This negative correlation was also investigated by performing H3K4me1 ChIP in EpiLC followed by bisulfite sequencing of two representative Group I PGCLC enhancers (i.e. *Esrrb* and *Lrrc31/Lrrc34* enhancers) (Fig. 3g). In comparison to the input genomic DNA, the H3K4me1-enriched DNA showed lower mCpG levels at the two analyzed enhancers (Fig. 3g), further supporting the antagonism of CpG methylation and H3K4 methylation^55,56^.

In summary, a subset of the PGCLC enhancers shows partial retention of H3K4me1 and lower levels of heterochromatic marks (i.e. mCpG, H3K9me3) in EpiLC compared to EpiSC (Fig. 3d, e). These enhancers tend to be initially active in ESC but lose H3K27ac and TF/coactivator binding (indirectly measured by ATAC-seq) already in EpiLC (Supplementary Fig. 3d). Therefore, our data suggest that a significant fraction of PGCLC enhancers are not fully decommissioned in EpiLC, which we hypothesize could facilitate their re-activation in PGCLC and, thus, contribute to germline competence.

### Impaired decommissioning of PGCLC enhancers in *Otx2* deficient cells

The deletion of *Otx2* increases and prolongs germline competence in EpiLC^20^. Hence, to further explore the relationship between the chromatin features of PGCLC enhancers and germline competence, we analyzed *Otx2*^*−/−*^ cells^57^. Firstly, we confirmed the extended germline competence of *Otx2*^*−/−*^ cells, which can be robustly differentiated into PGCLC after keeping them for up to seven days in EpiSC culture conditions (Fig. 4a, Supplementary Fig. 4a). ChIP-seq experiments revealed that the increased germline competence of *Otx2*^*−/−*^ cells was correlated with the retention of H3K4me1, H3K4me2, and H3K27ac in PGCLC enhancers, particularly within those displaying higher levels of H3K4me1 in WT EpiLC (i.e. Group I enhancers) (Fig. 4b, c, Supplementary Fig. 4b). Moreover, H3K4me1/2 levels were higher in *Otx2*^*−/−*^ ESC than in WT ESC in some but not all of the investigated Group I enhancers (Supplementary Fig. 4c). Nevertheless, the correlation between germline competence and H3K4me1 levels within PGCLC enhancers was not perfect, since *Otx2*^*−/−*^ d4 EpiSC displayed higher germline competence than WT EpiLC, yet slightly lower H3K4me1 levels within Group I enhancers (Fig. 4c). Therefore, in addition to H3K4me1, other chromatin features within PGCLC enhancers might also contribute to the extended germline competence of *Otx2*^*−/−*^ cells. In agreement with this possibility, Group I enhancers showed slightly higher H3K4me2 in *Otx2*^*−/−*^ d4 EpiSC than in WT EpiLC (Fig. 4c). Furthermore, genome-wide as well as detailed analysis of representative enhancers (*i.e. Esrrb* and *Prdm1* enhancers) showed that the increased competence of *Otx2*^*−/−*^ EpiLC and d4 EpiSC was also reflected in reduced CpG methylation levels within Group I PGCLC enhancers (Fig. 4d, Supplementary Fig. 4d). Overall, as the PGCLC genes get properly silenced in *Otx2*^*−/−*^ EpiLC (Supplementary Fig. 1g), these results suggest that the extended germline competence of *Otx2*^*−/−*^ cells could be linked to the impaired and delayed decommissioning of a subset of PGCLC enhancers.

**Fig. 4:**
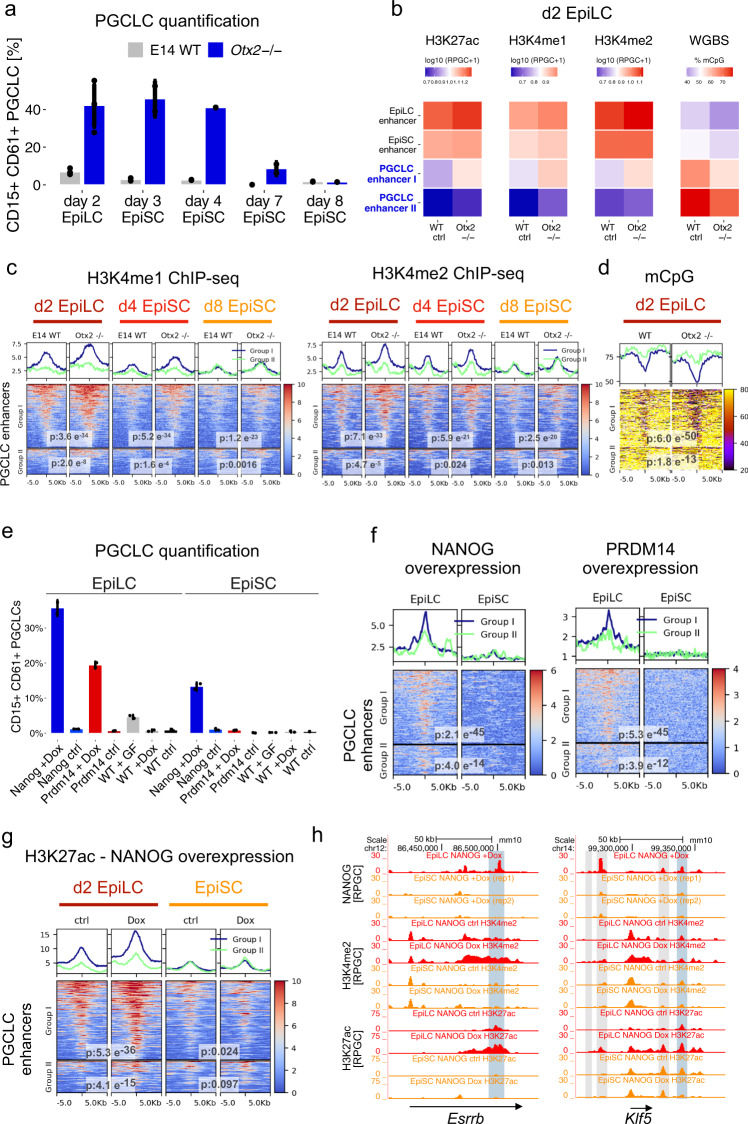
In vitro germline competence is correlated with the partial decommissioning of PGCLC enhancers. **a** E14 WT and *Otx2*^−/−^ ESC were differentiated into d2 EpiLC, d4 EpiSC or d8 EpiSC, which were then differentiated into PGCLC. PGCLC were quantified as the percentage of CD15^+^CD61^+^ cells within d4 EB. Bar plots: mean percentage of PGCLC ± SD from at least two biological replicates. **b** Average levels of chromatin marks measured in WT and *Otx2*^−/−^ d2 EpiLC within 1 kb of the indicated enhancers. **c** H3K4me1 and H3K4me2 levels for Group I and II PGCLC enhancers in d2 EpiLC, d4 EpiSC, and d8 EpiSC differentiated from E14 WT or *Otx2*^−/−^ ESC. P-values were calculated using paired two-sided Wilcoxon tests. Scales: RPGC. **d** CpG methylation for Group I and II PGCLC enhancers in d2 EpiLC differentiated from WT or *Otx2*^−/−^ ESC. P-values were calculated using paired two-sided Wilcoxon tests. Scale: percentage of methylated CpGs. **e** WT ESC and ESC lines enabling overexpression of NANOG-HA (blue) or PRMD14-HA (red) were differentiated into d2 EpiLC and EpiSC. D2 EpiLC and EpiSC were differentiated into PGCLC with (+Dox) or without (ctrl) Doxycycline and in the absence of growth factors. As a positive control, WT d2 EpiLC and EpiSC were differentiated with growth factors (WT + GF). Bar plots: mean percentage of PGCLC (CD15^+^CD61^+^ cells) in d4 EB ± SD from two biological replicates. **f** PRDM14-HA and NANOG-HA ChIP-seq signals in EpiLC and EpiSC in which PRDM14-HA or NANOG-HA were overexpressed. *P*-values were calculated using paired two-sided Wilcoxon tests. Scales: RPGC. **g** ESC enabling inducible overexpression of NANOG-HA were differentiated into d2 EpiLC and EpiSC. Cells were left untreated or treated with Doxycycline and H3K27ac ChIP-seq experiments were performed. P-values were calculated using paired two-sided Wilcoxon tests. Scales: RPGC. **h** NANOG-HA (two replicates in EpiSC), H3K27ac, and H3K4me2 signals in untreated (-Dox) and Dox-treated (i.e. NANOG-HA overexpression) EpiLC and EpiSC are shown for the *Klf5* and *Esrrb* loci. Deleted PGCLC enhancers are highlighted in blue and other PGCLC enhancers in gray. In (**b**–**c**), the H3K4me1 data for WT d2 EpiLC and d8 EpiSC corresponds to the second replicates from Fig. 3c.

### Partially decommissioned PGCLC enhancers are accessible and responsive to transcriptional activators in EpiLC

To investigate whether the partial decommissioning of PGCLC enhancers in EpiLC compared to EpiSC could have any functional consequences, we evaluated the accessibility of these enhancers to major PGCLC transcriptional activators. To this end, we generated clonal ESC lines in which HA-tagged PRDM14 or NANOG could be overexpressed upon the addition of Doxycycline (Dox) (Supplementary Fig. 4e, f). In agreement with previous reports, the overexpression of either PRDM14 or NANOG upon differentiation of EpiLC into PGCLC yielded a high percentage of PGCLC in the absence of growth factors (Fig. 4e, Supplementary Fig. 4g)^12,58^. In contrast, the overexpression of PRDM14 or NANOG upon differentiation from EpiSC resulted in considerably less PGCLC (Fig. 4e, Supplementary Fig. 4g). To assess whether PGCLC enhancers were differentially accessible to these TFs in EpiLC and EpiSC, we performed ChIP-seq experiments after a short induction of HA-tagged PRDM14 or NANOG in both cell types. Importantly, PGCLC enhancers, especially those belonging to Group I, were considerably more bound by PRDM14-HA and NANOG-HA in EpiLC than in EpiSC (Fig. 4f). Furthermore, NANOG-HA binding to the PGCLC enhancers resulted in increased H3K27ac and H3K4me2 levels in EpiLC but not in EpiSC, particularly within Group I enhancers (Fig. 4g, h, Supplementary Fig. 4h). Altogether, these results indicate that PGCLC enhancers, especially those belonging to Group I, are both accessible and responsive to transcriptional activators in EpiLC but not in EpiSC.

### Increased decommissioning of PGCLC enhancers in the absence of H3K4me1

Our data suggest that a significant fraction of PGCLC enhancers display permissive chromatin features in EpiLC that might contribute to their increased germline competence compared to EpiSC. These permissive features could be attributed, at least partly, to the persistence of H3K4me1 in EpiLC, as this histone mark could (i) protect PGCLC enhancers from mCpG and H3K9me2/3^56,59–63^ and/or (ii) facilitate the recruitment of chromatin remodeling complexes^40^. To directly assess the importance of H3K4me1 for germline competence and PGCLC specification, we used mESC catalytically deficient for MLL3 and MLL4 (dCD and dCT ESC lines; Fig. 5a)^38^. Previous work showed that in dCD ESC, active enhancers show a moderate reduction in H3K27ac, while gene expression, eRNA levels, and the binding of MLL3/4 and their associated complexes are not affected, indicating that H3K4me1 is largely dispensable for the maintenance of enhancer activity (Supplementary Fig. 5a)^38,39^. Additional characterization of dCD and dCT cell lines revealed that, upon differentiation, the major reductions in H3K4me1 and H3K4me2 that PGCLC enhancers already displayed in ESC became further exacerbated in EpiLC and EpiSC (Fig. 5b, c, Supplementary Fig. 5b–d). Moreover, H3K27ac levels within PGCLC enhancers were also reduced in dCD/dCT cells compared to their WT counterparts, although such differences were not as pronounced as for H3K4me1 (Fig. 5b, Supplementary Fig. 5b, d). Similarly, other enhancer groups (i.e. EpiLC and EpiSC enhancers) also displayed strong H3K4me1/2 losses and milder H3K27ac reductions in dCD cells (Fig. 5c, Supplementary Fig. 5d, g). In contrast, the levels of the previous active histone modifications were rather similar around the TSS of PGCLC genes, with H3K4me1 even showing a slight increase in dCD cells (Supplementary Fig. 5d). In agreement with the protective role of H3K4me1/2 against CpG methylation^56,60^, mCpG levels within PGCLC enhancers were generally elevated in dCD ESC^64^, while in dCD EpiLC the increased methylation was evident among some Group I enhancers (Fig. 5d, Supplementary Fig. 5e, f). Next, to evaluate the potential functional consequences of the previous epigenetic changes, we generated RNA-seq data in WT and dCD ESC, EpiLC, and EpiSC. In agreement with previous work in ESC indicating that H3K4me1 is dispensable for enhancer function^38,39^, the genes associated with PGCLC, EpiLC, and EpiSC enhancers showed rather minor expression differences between WT and dCD cells in the three investigated cell types (Fig. 5e, Supplementary Fig. 5h, i, Supplementary Data 4).

**Fig. 5:**
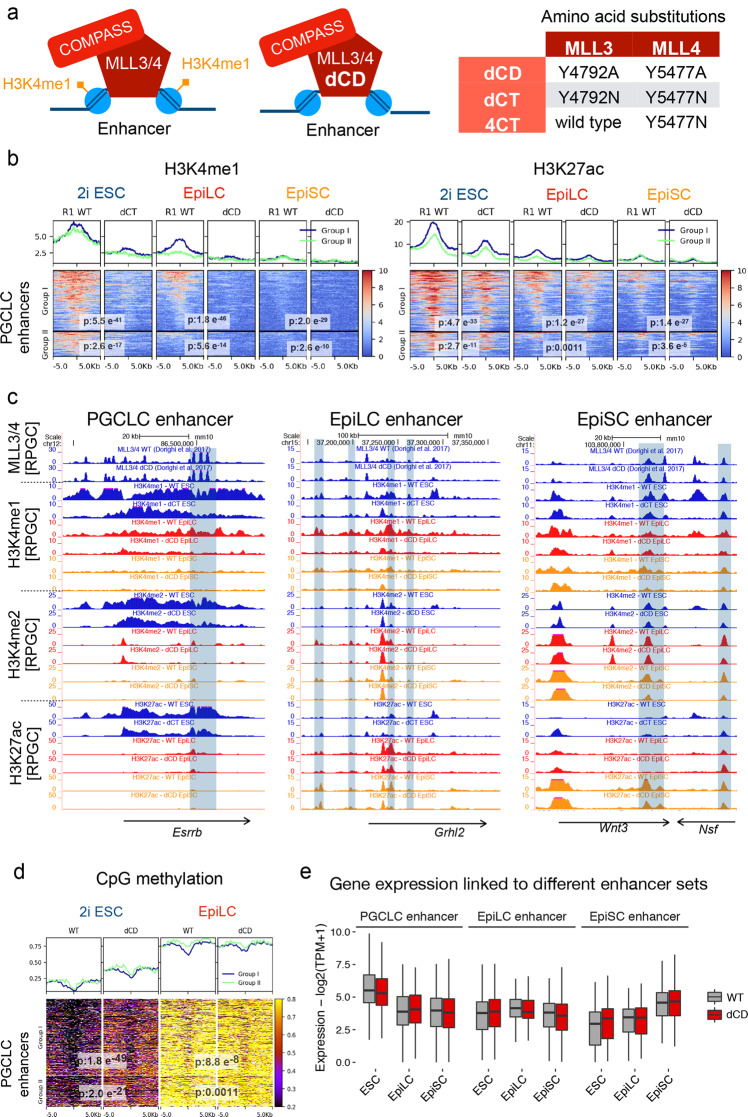
H3K4me1 is dispensable for enhancer-dependent gene expression in in vitro pluripotent cells. **a** dCD cells express catalytic mutant MLL3 and MLL4 proteins without histone methyltransferase activity but capable of binding to their target sites and interacting with other proteins as part of the COMPASS complex. The different *Mll3/4* catalytic mutants used in this study are shown to the right. **b** H3K4me1 and H3K27ac levels for the Group I and II PGCLC enhancers in R1 WT and MLL3/4 catalytic mutant ESC lines as well as upon their differentiation into d2 EpiLC and EpiSC. *P*-values were calculated using paired two-sided Wilcoxon tests. The H3K4me1 ChIP-seq data shown for WT d2 EpiLC and EpiSC are the same ones used in Fig. 3c as a third replicate. Scales: RPGC. **c** H3K4me1, H3K4me2, and H3K27ac profiles in both WT and MLL3/4 catalytic mutant cells (ESC, EpiLC, and EpiSC) around representative PGCLC (*Esrrb)*, EpiLC (*Grhl2*), and EpiSC (*Wnt3*) genes and their associated enhancers. **d** Percentage of CpG methylation for the Group I and II PGCLC enhancers in WT and dCD ESC as well as upon their differentiation into d2 EpiLC. P-values were calculated using paired two-sided Wilcoxon tests. The WGBS data in 2i ESC was obtained from Skvortsova et al. 2019^64^. Scale: percentage of methylated CpGs. **e** Expression (as measured by RNA-seq) of the genes associated with the PGCLC, EpiLC, and EpiSC enhancers in WT (gray) and dCD (red) ESC cells as well as upon their differentiation into EpiLC and EpiSC. The RNA-seq data in ESC was obtained from Dorighi et al. 2017^38^ and the experiments in d2 EpiLC and EpiSC were performed in duplicates. The horizontal line in the boxplots indicates the median, the box indicates the first and third quartiles and the whiskers indicate ± 1.5 × interquartile range. TPM transcripts per million.

Overall, our analyses indicate that the decommissioning of a subset of PGCLC enhancers gets exacerbated in dCD EpiLC compared to their WT counterparts, resulting in a chromatin state similar to the one observed in WT EpiSC (i.e. lower H3K4me1 and higher mCpG; Fig. 3). However, these epigenetic changes do not result in major gene expression changes in any of the investigated in vitro pluripotent cell types.

### H3K4me1 is necessary for in vitro germline competence

To address whether the increased decommissioning of PGCLC enhancers observed in dCD/dCT EpiLC could compromise their germline competence, these MLL3/4 catalytic mutant cell lines were differentiated into PGCLC. Chiefly, both dCD and dCT cells showed a significant reduction in their PGCLC differentiation capacity (Fig. 6a, Supplementary Fig. 6a). In agreement with MLL3 and MLL4 being functionally redundant^65^, such PGCLC differentiation defects were not observed when using cells that were catalytic mutant for MLL4 but not MLL3 (*i.e*. 4CT cells) (Fig. 5a, Fig. 6a). Furthermore, the compromised PGCLC differentiation of the dCD cells was still observed at a later time point (day 6, Supplementary Fig. 6b), indicating that the observed defects are not simply explained by a delay in PGCLC specification.

**Fig. 6:**
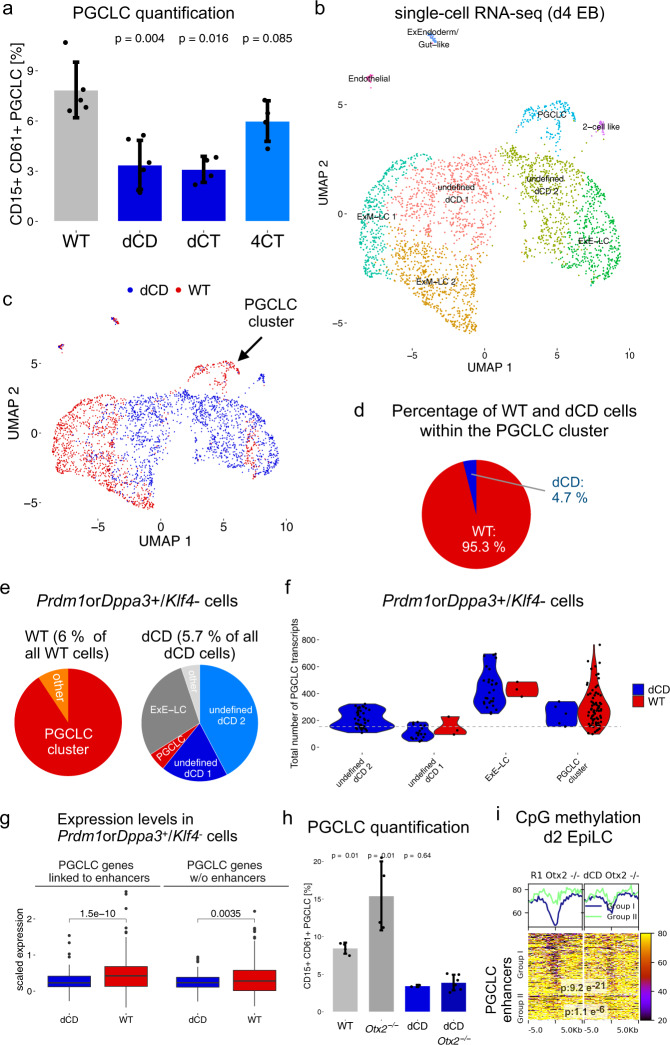
H3K4me1 is important for the proper induction of PGCLC and their associated gene expression program. **a** WT ESC and ESC lines with MLL3/4 amino acid substitutions were differentiated into PGCLC. PGCLC were quantified as the percentage of CD15^+^CD61^+^ cells within d4 EB. Barplots: mean percentage of PGCLC ± SD from at least four biological replicates. *P*-values were calculated using two-sided Wilcoxon tests. **b** UMAP plot showing cell clusters identified within WT and dCD d4 EB according to scRNA-seq data. Cluster identity was determined by differential expression analysis between clusters and using specific tissue markers found in E8.25 mouse embryos^42^. **c** Same UMAP plot as in b, with WT and dCD cells represented by red and blue dots, respectively. **d** Percentage of WT and dCD cells found within the PGCLC cluster shown in **c**. **e** Cluster distribution of WT (left) and dCD (right) *Prdm1*or*Dppa3*^+^/*Klf4*^-^ cells. **f** Transcript levels of all PGCLC genes in WT or dCD *Prdm1*or*Dppa3*^+^/*Klf4*^-^ cells located within the indicated d4 EB clusters. Dots represent cells and the dashed line shows the mean transcript level of the PGCLC genes for all WT and dCD cells except those within the PGCLC cluster. **g** Expression of the PGCLC genes linked (*n* = 216) or not (*n* = 170) to at least one PGCLC enhancer within WT and dCD *Prdm1orDppa3* + */Klf4-* cells. *P*-values were calculated using paired two-sided student *t*-tests. The horizontal lines in the boxplots indicate the median, the boxes indicate the first and third quartiles, and the whiskers the ± 1.5 × interquartile range. **h** R1 WT, *Otx2*^−/−^, dCD, and dCD *Otx2*^−/−^ ESC were differentiated into PGCLC. PGCLC were quantified as the proportion of CD15^+^CD61^+^ cells within d4 EB. dCD *Otx2*^−/−^ differentiations were performed in biological triplicates using two different clonal lines (*n* = 3 × 2). Other PGCLC measurements were performed in biological triplicates. Barplots: mean percentage of PGCLC ± SD. *P*-values were calculated using two-sided Wilcoxon tests. **i** Percentage of CpG methylation for Group I and II PGCLC enhancers in R1 *Otx2*^−/−^ and dCD *Otx2*^−/−^ d2 EpiLC. P-values were calculated using paired two-sided Wilcoxon tests. Scales: percentage of methylated CpGs.

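The dCD line is an R1 mouse ESC line in which MLL3 and MLL4, encoded by *Kmt2c* and *Kmt2d*, are mutated so as to lack methyltransferase activity while the proteins remain, so that neither transcript need be lost. Day 4 EBs of the WT and dCD lines were each profiled as 1 droplet-based scRNA-seq library, and with 1 library per genotype the mutation cannot be told apart from the line or the library and no test between genotypes was made. The authors deposited UMI counts of 32285 genes for the cells that passed their filter of at least 2000 expressed genes, and all 3115 cells in the table met it. Median depths were 13187.5 UMIs per cell in WT and 11751 in dCD, and the totals were 20586629 and 22887974 UMIs. *Kmt2c* (ENSMUSG00000038056, chromosome 5, 25271798 to 25498783) had 47.5 CPM (95% interval 44.6 to 50.6) in WT and 53.8 CPM (50.9 to 56.9) in dCD cells. *Kmt2d* (ENSMUSG00000048154, chromosome 15, 98831669 to 98871204) had 29.4 CPM (27.1 to 31.9) in WT and 29.1 CPM (26.9 to 31.4) in dCD cells. CPM and intervals were computed as for the differentiation stages. Both libraries were clustered together in Seurat with log-normalization, 2000 variable genes, 10 principal components and the resolution of 0.3 given in the methods, and clusters were named by the same fixed markers as the EB clusters above. Doublets were called with Scrublet in 0.706% of WT and 0.647% of dCD cells and were kept. Among all genes with at least 100 UMIs, the largest falls from WT to dCD d4 EB were those of *Cdkn1c* (log2 ratio -4.85), *Hba-x* (-4.67), *H19* (-4.64), *Acta2* (-4.55) and *Lsp1* (-4.13), and the largest rises those of *Stra8* (6.03), *Gm21761* (5.96), *Tuba3a* (4.79), *Gm5039* (4.66) and *Rhox6* (4.41), all with a pseudocount of 1 CPM. The values of *Hba-x* rest on a few cells, as a UMI was found in 6 WT cells.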

To gain molecular insights into the compromised PGCLC differentiation capacity of dCD cells, we performed scRNA-seq analyses of WT (1416 cells) and dCD (1699 cells) d4 EBs (Supplementary Data 5). 

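The 3115 cells formed 11 clusters, in which 10 received a name and 1 did not. By the fixed markers, 3 clusters with 645, 371 and 264 cells were extraembryonic mesoderm-like, 1 with 508 cells was extraembryonic ectoderm-like, 1 with 577 cells was naive pluripotency-like, and 2 with 103 and 71 cells were PGC-like. The cluster of 71 cells had the highest summed level of the PGC markers and is called the PGCLC cluster here. The first 3 of the leading genes of the extraembryonic ectoderm-like cluster were the globin genes *Hba-x*, *Hbb-y* and *Hbb-bh1*, and 979 of the 990 globin UMIs of all cells came from 2 of its WT cells. The next leading genes, *Rhox6* and *Rhox9*, are markers of the class, and 4 of its markers were at least 2-fold higher in the cluster, while *Cdx2* was lower there (2.35 CPM) than in the other cells (17.8 CPM). Of its 508 cells, 500 were dCD cells. Both genes were also higher in dCD than in WT cells within the naive pluripotency-like cluster, with ratios of 82.5 (22.8 to 683, from 2 WT UMIs) and 14.0 (7.98 to 27.3). The name may thus rest in part on a difference between the libraries. The extraembryonic mesoderm-like cluster of 264 cells was close to the limit of the rule, with a median fold of 2.07 for its markers. As the names were rebuilt from markers, they may differ from those of the study.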

UMAP (Uniform Manifold Approximation and Projection for Dimension Reduction) analysis of the resulting single-cell transcriptomes confirmed the presence within d4 EBs of subclusters resembling the main cell populations (*i.e*. PGCLC, ExEctorderm-like, ExMesoderm-like) that characterize the proximo-posterior end of the mouse embryo following germline specification (Fig. 6b). In addition, we also identified additional subclusters (i.e. ExEndoderm/Gut-like, 2-cell-like; Fig. 6b) that were not observed in the previous scRNA-seq analyses (Fig. 1, Supplementary Fig. 1), probably due to the lower number of d4 EB cells sequenced in those initial experiments. 

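A cluster of 43 cells was 2-cell-like, led by *Gm21761*, *Gm8300*, *Gm5039* and *Gm5662*, and all of its cells were dCD cells (2.53% of dCD cells, 95% interval 1.84% to 3.39%), with 0 of 1416 WT cells (up to 0.212%). A cluster of 35 cells was endoderm or gut-like, with *Ttr*, *Apoa1* and *Sox17* among its leading genes, and held 1.84% of WT and 0.530% of dCD cells. A cluster of 32 cells led by *Cdh5*, *Sox18* and *Emcn* was endothelium-like, with 1.55% of WT and 0.589% of dCD cells. In the smaller d4 EB library of the E14Tg2a line, the 2-cell markers had 5 UMIs in all, in 1 of 368 cells.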

Most importantly, the PGCLC cluster consisted mostly of WT cells (162 WT cells (11.4% of all cells in WT d4 EBs) vs 8 dCD cells (0.5% of all cells in dCD d4 EB); Fig. 6c, d), suggesting that the defective PGCLC differentiation of dCD cells might be even more pronounced than our experiments using FACS and cell surface markers indicate (Fig. 6a). Moreover, while the transcriptomes of some extraembryonic-like cell types were similar between WT and dCD cells (e.g. Ex-Endoderm/Gut-like, Endothelial-like), many dCD cells were located in clusters with poorly defined identity that did not show differential expression of specific markers (Fig. 6b, Supplementary Fig. 6c). These undefined clusters were transcriptionally more heterogeneous than the remaining clusters found within the d4 EBs (Supplementary Fig. 6d). 

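The PGCLC cluster held 69 of 1416 WT cells (4.87%, 95% interval 3.81% to 6.13%) and 2 of 1699 dCD cells (0.118%, 0.0143% to 0.425%). Both PGC-like clusters together, an alternative chosen after seeing the data, held 168 WT cells (11.9%, 10.2% to 13.7%) and 6 dCD cells (0.353%, 0.130% to 0.767%). The size of a cluster is compared between genotypes here by a clustering that left out the PGCLC genes, another alternative chosen after seeing the data, in which the cluster with the highest PGC marker expression held 170 WT cells (12.0%, 10.4% to 13.8%) and 17 dCD cells (1.00%, 0.584% to 1.60%). The largest change of the WT share came from 20 principal components, with 13.1% of WT and 0.471% of dCD cells. The share of WT cells exceeded that of dCD cells in each of these clusterings.

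**Figure D3:**
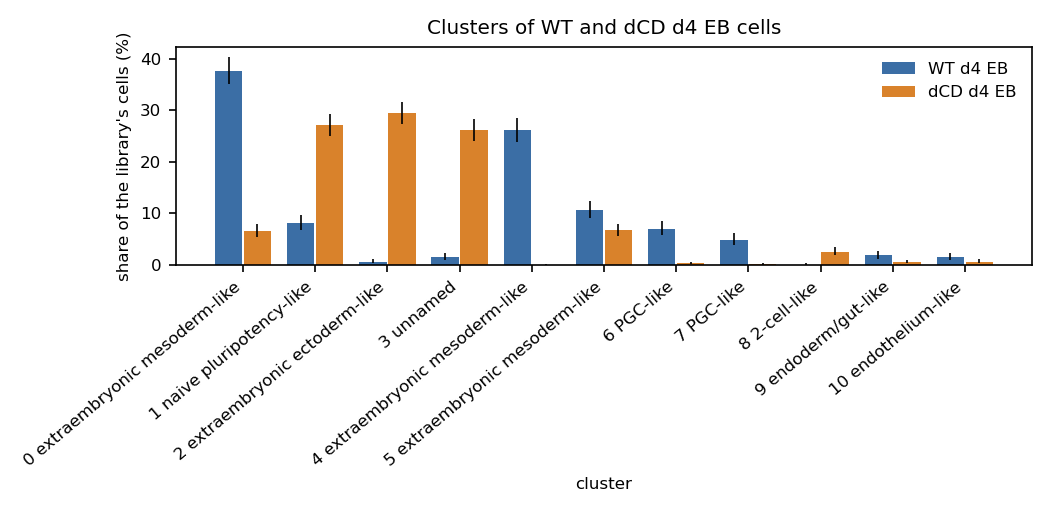
Share of the cells of each library (%) in each of the 11 clusters of WT (1416 cells) and dCD (1699 cells) d4 EB, with exact 95% binomial intervals. The PGC-like cluster with the highest marker expression holds 4.87% of WT and 0.118% of dCD cells.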

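The cluster that received no name held 21 WT cells (1.48%, 95% interval 0.920% to 2.26%) and 445 dCD cells (26.2%, 24.1% to 28.4%). No class of markers reached a median fold of 2 in it, the highest being 1.58 for the primitive streak or nascent mesoderm. Clustered without the PGCLC genes, unnamed clusters held 2.05% of WT and 29.7% of dCD cells. The largest change of the dCD share came with 20 principal components, where 0.777% of WT and 57.3% of dCD cells were unnamed. If the cluster led by globin genes is also left unnamed, a choice made after seeing the data, the shares are 2.05% of WT and 55.6% of dCD cells. With cells thinned to 6831 UMIs, which left out 50 WT and 170 dCD cells, unnamed clusters held 18.4% of WT and 33.8% of dCD cells. The naive pluripotency-like cluster held 115 WT cells (8.12%, 6.75% to 9.67%) and 462 dCD cells (27.2%, 25.1% to 29.4%). In thinned cells, a cluster of this name held 0.0732% of WT and 26.7% of dCD cells.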

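Within each cluster, the Spearman correlation between pairs of its cells was taken over the 1000 genes of highest variance among all cells, and the median over pairs was computed. It was 0.375 in the unnamed cluster and ranged from 0.342 in the extraembryonic ectoderm-like cluster to 0.566 in the PGCLC cluster among the 10 named ones, whose median was 0.470. The difference between the unnamed and the named clusters was -0.0956, with no test because cells are not replicates and 1 cluster is set against 10. The unnamed cluster had a median depth of 10240 UMIs per cell, and thinning to 6831 UMIs reduced the difference to -0.0361. With 1000 genes chosen within each cluster, as the methods can also be read, it was -0.0551, and with both changes -0.00553, the latter alternatives being chosen after seeing the data. Among dCD cells alone, the difference was -0.0242.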

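The 386 PGCLC genes found in the table made up 0.824% of the UMIs of WT d4 EB (95% interval 0.820% to 0.828%) and 1.42% of those of dCD d4 EB (1.41% to 1.42%). Outside both PGC-like clusters, the share was 0.700% in WT and 1.42% in dCD cells, a ratio of 2.02 (2.01 to 2.04). The 5th percentile of the WT cells of the PGC-like clusters, 0.931%, was reached by 127 of 1248 WT cells (10.2%, 8.55% to 12.0%) and by 1000 of 1693 dCD cells (59.1%, 56.7% to 61.4%) outside these clusters. In the naive pluripotency-like cluster, the share was 2.52% in WT and 2.38% in dCD cells, above the 2.25% of the WT cells of the PGCLC cluster, and every cell of the naive pluripotency-like cluster lay above that limit. In the dCD cells of the extraembryonic ectoderm-like cluster it was 1.36%, and in those of the unnamed cluster 0.658%.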

Interestingly, we noticed that within some of the non-PGCLC clusters there were cells showing high expression of PGCLC genes (Supplementary Fig. 6e) and, thus, a cellular identity somehow similar to PGCLC. Therefore, to further explore the PGCLC differentiation defects of the dCD cells we used an alternative approach to identify all cells within the WT and dCD d4 EBs that express major PGC markers (i.e. *Prdm1* or *Dppa3*) but not naïve pluripotency ones (i.e. *Klf4*). 

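Cells were selected with the thresholds of the methods, *Dppa3* above 0.1 or *Prdm1* above 1, and *Klf4* below 1, on log-normalized values per 10000 UMIs, a scale that the text of the methods does not name. To show the background, a UMI of *Dppa3* was found in 0 of 645 cells of the largest extraembryonic mesoderm-like cluster (up to 0.465%), at a median depth of 12183 UMIs per cell, and in 64.8% of the PGCLC cluster, at 14692 UMIs. For *Prdm1*, the shares were 3.41% and 52.1%, and 28.1% of the 32 endothelium-like cells and 17.1% of the 35 endoderm or gut-like cells also had a UMI. In thinned cells, *Dppa3* was found in 0% and 56.5%, and *Prdm1* in 1.62% and 31.9%, of the same extraembryonic mesoderm-like and PGCLC clusters. A UMI of *Klf4* was found in 68.8% of the naive pluripotency-like cells and in 17.5% of the largest extraembryonic mesoderm-like cluster. As the threshold lets low values pass, one was also found in 21.3% of the selected WT and 27.1% of the selected dCD cells.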

Although the overall abundance of these *Prdm1*or*Dppa3* + /*Klf4*- cells was similar in WT and dCD EBs, their distribution among the different cell clusters was quite different. 

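The selection held 89 of 1416 WT cells (6.29%, 95% interval 5.08% to 7.68%) and 118 of 1699 dCD cells (6.95%, 5.78% to 8.26%). With the thresholds applied to UMI counts, it held 6.07% of WT and 5.71% of dCD cells, so that the order of the shares changed. Requiring any UMI of *Prdm1* or *Dppa3* and none of *Klf4* changed the shares most, to 10.0% and 9.89%, also with the order changed. In thinned cells the shares were 5.49% and 5.89%. The intervals of WT and dCD overlapped in each of these settings, so that a difference in abundance was not detectable at this depth.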

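Of the 89 selected WT cells, 46 (51.7%, 95% interval 40.8% to 62.4%) lay in the PGCLC cluster, 26 (29.2%) in the other PGC-like cluster, 13 (14.6%) in the naive pluripotency-like cluster and 1 (1.12%) in the unnamed cluster. Of the 118 selected dCD cells, 67 (56.8%, 47.3% to 65.9%) lay in the naive pluripotency-like cluster, 33 (28.0%, 20.1% to 37.0%) in the extraembryonic ectoderm-like cluster, 10 (8.47%, 4.14% to 15.0%) in the unnamed cluster and 3 (2.54%) in a PGC-like cluster. For the WT cells, the share in the PGCLC cluster rose to 91.9% when both PGC-like clusters were counted and the thresholds were applied to UMI counts, the combination, chosen after seeing the data, that moved it most. For the dCD cells, the share in unnamed clusters rose most, to 45.4%, when the cluster led by globin genes was left unnamed and the thresholds were applied to UMI counts, likewise chosen after seeing the data.

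**Figure D4:**
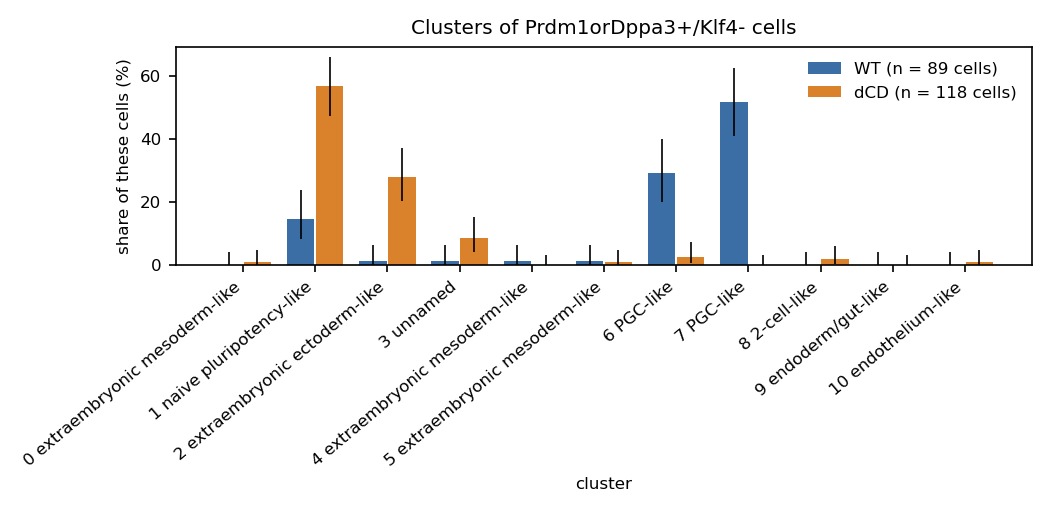
Share (%) of the selected WT (89) and dCD (118) Prdm1orDppa3+/Klf4- cells that lies in each cluster, with exact 95% binomial intervals. The PGC-like cluster with the highest marker expression holds 51.7% of the WT cells, and the naive pluripotency-like cluster holds 56.8% of the dCD cells.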

Namely, the vast majority of WT *Prdm1orDppa3* + */Klf4-* cells were found within the PGCLC cluster (91%), while many dCD cells were part of the undefined subclusters (61%) (Fig. 6e), suggesting important transcriptional differences between WT and dCD *Prdm1orDppa3* + */Klf4-* cells (Fig. 6f). 

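UMIs were summed over the 89 WT and the 118 dCD *Prdm1orDppa3*+/*Klf4*- cells (1474661 and 1871572 UMIs), and log2 ratios of CPM with a pseudocount of 1 CPM were taken for genes with at least 10 UMIs. The median log2 ratio of dCD over WT over 383 PGCLC genes was -0.09, below all of 10000 matched random lists, of which 95% gave medians between 0.03 and 0.15, while the median over all genes was 0.12. The supplementary table pairs 415 enhancers with fewer different genes than Fig. 6g counts, so no set test was run on this split and its medians are given as a description. For 207 genes listed with an enhancer the median was -0.11, and 119 of them (57.5%, 95% interval 50.4% to 64.3%) had a lower level in dCD cells. For 176 genes listed without one it was 0.03, and 85 of them (48.3%, 40.7% to 55.9%) were lower. These medians depended on the cells compared, and over all cells of each library they were 0.62 and 0.69. *Tfap2c* (244.8 CPM in WT and 167.8 CPM in dCD, a ratio of 0.685, 0.587 to 0.799) and *Utf1* (ENSMUSG00000047751, chromosome 7, 139943789 to 139945112, 554.7 and 353.7 CPM, a ratio of 0.638, 0.575 to 0.707) were lower in dCD cells. *Esrrb* had a ratio of 0.776 (0.541 to 1.11), and *Prdm14*, with 19 and 27 UMIs, one of 1.12 (0.600 to 2.13), so that for neither was a difference detectable at this depth. The largest falls among the PGCLC genes with at least 50 UMIs were those of *Igfbpl1* (log2 ratio -3.58), *BC048679* (-3.05), *Ap3b2* (-2.51), *Pdzd4* (-2.16) and *Plekhg3* (-1.96), and the largest rises those of *Rpl39l* (3.60), *Upp1* (2.72), *Hsd17b14* (2.68), *Fgf4* (2.64) and *Sycp3* (2.37).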

Congruently, the expression of the PGCLC genes associated with PGCLC enhancers (e.g. *Tfap2c*, *Prdm14*, *Utf1*, *Esrrb*) was significantly reduced in dCD *Prdm1orDppa3* + */Klf4-* cells in comparison to their WT counterparts, while smaller differences were observed for the PGCLC genes without associated enhancers (Fig. 6g, Supplementary Fig. 6f). Overall, our scRNA-seq analyses suggest that the induction of the PGCLC genes, particularly of those linked to PGCLC enhancers, is reduced but not fully abrogated in the dCD cells. Consequently, many dCD cells display a poorly defined identity in which the PGCLC expression program is only partially established.

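Among the PGC markers not used for the selection, *Nanos3* (ENSMUSG00000056155, chromosome 8, 84173731 to 84185217) fell from 83.4 to 22.4 CPM (ratio 0.269, 95% interval 0.185 to 0.385) and *Dnd1* from 69.2 to 17.1 CPM (ratio 0.247, 0.161 to 0.371) from WT to dCD *Prdm1orDppa3*+/*Klf4*- cells. The markers used for it were at 80.7 and 44.3 CPM for *Prdm1* and at 271.9 and 214.8 CPM for *Dppa3*, which the selection itself bears on. All PGCLC genes together made up 2.03% of the UMIs of the selected WT cells (2.00% to 2.05%) and 2.00% of those of the selected dCD cells (1.98% to 2.02%). Among selected cells outside both PGC-like clusters, 17 WT and 115 dCD cells, the median log2 ratio of the PGCLC genes was -0.00, at the 28.6th percentile of matched lists. From the lower levels of PGCLC genes with enhancers in the selected dCD cells, the smaller differences of the others and the distribution of these cells over the clusters, the paper proposes that the induction of PGCLC genes is weakened, though not lost, in dCD cells.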

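In the unnamed cluster, the share of UMIs from the PGCLC genes was 0.769% (95% interval 0.735% to 0.803%) in 21 WT cells and 0.658% (0.651% to 0.665%) in 445 dCD cells. For comparison, it was 0.480% in the WT and 0.591% in the dCD cells of the largest extraembryonic mesoderm-like cluster, 0.687% in the dCD cells of that of 264 cells, 0.736% in the WT endoderm or gut-like cells and 1.34% in the WT cells of the larger PGC-like cluster. Of the dCD cells of the unnamed cluster, 43 (9.66%, 7.08% to 12.8%) reached the 5th percentile of the PGC-like WT cells. So did 7.21% of the dCD cells of the largest extraembryonic mesoderm-like cluster and 7.96% of those of the cluster of 264 cells. In the extraembryonic ectoderm-like cluster, which would be unnamed if globin genes decided it, 431 of 500 dCD cells (86.2%, 82.9% to 89.1%) did.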

Finally, to further assess the importance of H3K4me1 for PGCLC induction, we investigated whether the extended germline competence of *Otx2*^*−/−*^ EpiLC could be also attributed, at least partly, to the retention of H3K4me1 and the impaired decommissioning of PGCLC enhancers (Fig. 4). To this end, we deleted *Otx2* in dCD ESC (i.e. dCD *Otx2*^*−/−*^) as well as in their parental WT ESC (i.e. R1 *Otx2*^*−/−*^) (Supplementary Fig. 6g) and differentiated them into PGCLC. As expected, the deletion of *Otx2* in the R1 ESC resulted in increased germline competence (Fig. 6h), although not as pronounced as in E14 ESC (Fig. 4a)^20^, which could be attributed to the variable germline competence observed among different ESC lines^10^. Most importantly, both dCD and dCD *Otx2*^*−/−*^ EpiLC showed a strong and similar reduction in their PGCLC differentiation capacity (Fig. 6h). Furthermore, genome-wide and locus-specific analyses of mCpG levels revealed that Group I PGCLC enhancers were considerably more methylated in dCD *Otx2*^*−/−*^ EpiLC than in *Otx2*^*−/−*^ EpiLC (Fig. 6i, Supplementary Fig. 6h).

Altogether, our data strongly suggest that H3K4me1 is important for in vitro germline competence and proper PGCLC induction. Although we cannot rule out that gene expression and epigenetic changes in ESC and/or extraembryonic-like cell types^66^ might also contribute to the PGCLC differentiation defects observed in dCD/dCT cells, our data suggests that the persistence of H3K4me1 within the PGCLC enhancers might facilitate their reactivation during PGCLC induction.

### PGCLC enhancers get heterogeneously decommissioned in formative epiblast cells in vivo

Overall, our work using the PGCLC in vitro differentiation system suggests that germline competence entails the persistence of permissive chromatin features within a significant fraction of PGCLC enhancers. To evaluate whether this is also true in vivo, we took advantage of several epigenomic datasets recently generated from mouse embryos^67^. Firstly, analysis of DNAse I data obtained in E9.5 and E10.5 PGC showed that our in vitro defined PGCLC enhancers are highly accessible in vivo (Fig. 7a). Next, to evaluate the dynamics of PGCLC enhancer decommissioning, we analyzed genome-wide CpG methylation data from mouse epiblasts^68^. In agreement with our in vitro observations, PGCLC enhancers showing incomplete decommissioning in EpiLC (i.e. Group I enhancers) displayed lower CpG methylation levels in germline competent E5.5 epiblast cells than in the E6.5 epiblast (Fig. 7b), in which germline competence is already reduced^4^.

**Fig. 7:**
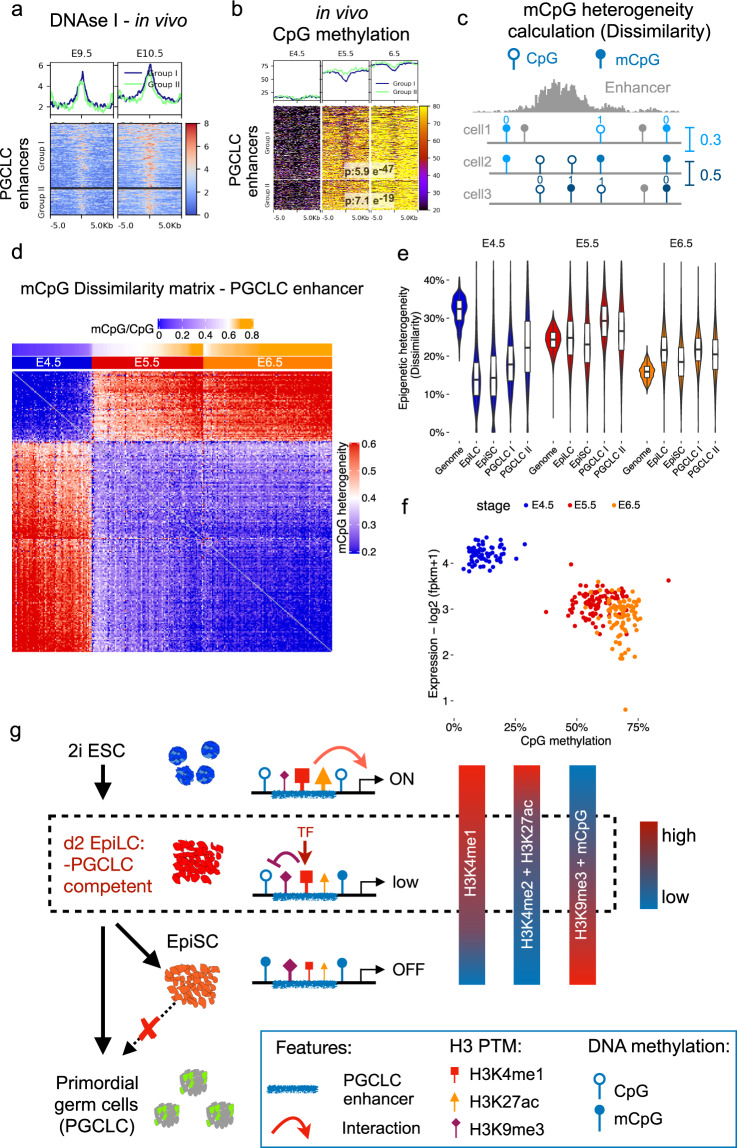
Chromatin features of PGCLC enhancers in vivo. **a** DNAse-seq levels for Group I and II PGCLC enhancers in PGCs from E9.5 and E10.5 mouse embryos^67^. Scales are in RPGC. **b** CpG methylation levels for Group I and II PGCLC enhancers in E4.5, E5.5, and E6.5 mouse epiblasts^68^. *P*-values were calculated using paired two-sided Wilcoxon tests. Scales: percentage of methylated CpGs. **c** mCpG heterogeneity was estimated based on the mCpG dissimilarity concept. For each pairwise comparison, the methylation status of CpGs covered in the two cells being compared is considered (blue lollipops). If two cells show the same or different methylation status they receive a value of 0 (similarity) or 1 (dissimilarity), respectively. The mean of all pairwise comparisons reflects CpG methylation heterogeneity. **d** Heatmap showing mCpG heterogeneity within PGCLC enhancers between pairs of individual cells. mCpG heterogeneity values are presented with a blue-red scale (blue: similar; red: dissimilar). The developmental stages of the investigated cells (E4.5, E5.5, or E6.5) and the average CpG methylation (blue-orange scale) measured for all PGCLC enhancers within each cell (*n* = 261 cells) are shown above the heatmap. **e** CpG methylation heterogeneity was measured in E4.5, E5.5, and E6.5 epiblast cells for all covered CpGs in the mouse genome as well as within EpiLC, EpiSC, and PGCLC enhancers. The horizontal lines in the boxplots indicate the median, the boxes the first and third quartiles, and the whiskers the ± 1.5 × interquartile range. **f** Comparison of the single-cell CpG methylation of Group I PGCLC enhancers and the single-cell RNA expression of genes linked to them (*n* = 256) in E4.5, E5.5, and E6.5 epiblasts. fpkm: Fragments per kilobase per million mapped reads. **g** Model illustrating the potential relevance of the partial decommissioning of Group I PGCLC enhancers for in vitro germline competence. The persistence of H3K4me1 within PGCLC enhancers in EpiLC might protect them from heterochromatinization (H3K9me3 and CpG methylation) and render them accessible and responsive to transcriptional activators. In turn, this can confer germline competence by facilitating PGCLC enhancer (re)activation during PGCLC differentiation.

Previous single-cell CpG methylation analyses revealed that, during mouse peri-implantation stages, the formative epiblast is particularly heterogeneous, especially within enhancers^69^. Therefore, we hypothesize that the lower CpG methylation levels observed for some PGCLC enhancers in the E5.5 epiblast in comparison to the E6.5 epiblast could be the result of the increased cell-to-cell variation. To evaluate this idea, we analyzed single-cell data in which DNA methylation and gene expression were measured for the same cells across different epiblast stages (i.e. E4.5, E5.5, and E6.5)^43^. Firstly, we measured mCpG heterogeneity by comparing the methylation status of individual CpGs within PGCLC enhancers^70^ (Fig. 7c). This analysis revealed that the formative epiblast (E5.5) displayed the highest variation in mCpG, while in the primed epiblast (E6.5) the PGCLC enhancers were more homogeneously methylated (Fig. 7d). Interestingly, when comparing different enhancer sets across epiblast stages, the highest epigenetic heterogeneity (~30 %) was observed for the Group I PGCLC enhancers in the E5.5 epiblast (Fig. 7e). As the CpG coverage for the Group I PGCLC enhancers was similar across epiblast stages, the previous differences in mCpG heterogeneity are unlikely to be caused by technical reasons (Supplementary Fig. 7a). Lastly, we compared mCpG levels within Group I PGCLC enhancers and the expression of their associated genes across the profiled epiblast cells (Fig. 7f). Similar to what we observed for EpiLC and EpiSC, the PGCLC genes associated with the Group I enhancers display low and similar expression in E5.5 and E6.5 epiblast cells despite the differences in CpG methylation.

Overall, the previous data support that PGCLC enhancers are also partially decommissioned in the formative epiblast and indicate that such partial decommissioning could indeed reflect epigenetic heterogeneity. Nevertheless, the relevance of the partial decommissioning and epigenetic heterogeneity of PGCLC enhancers for germline competence in vivo remains to be demonstrated.

## Discussion

Direct evidences supporting the functional relevance of H3K4me1 are scarce, partly due to the difficulties in separating the enzymatic and non-enzymatic functions of histone methyltransferases^71^. This limitation was recently overcome by establishing *Mll3/4* catalytic mutant ESC lines in which H3K4me1 is lost from enhancers^38^. Under self-renewing conditions, the loss of H3K4me1 partly reduced H3K27ac but did not affect transcription from either enhancers or gene promoters, suggesting that H3K4me1 is dispensable for the maintenance of enhancer activity^38^. Similarly, H3K4me1 was not required for de novo enhancer activation (i.e. without the prior presence of H3K4me1) upon somatic differentiation of ESC (Fig. 5)^66^. However, it is still unclear whether H3K4me1 is important for the activation of primed enhancers already pre-marked with this histone modification^25,31^. In the case of in vitro germline competence, here we report that a subset of PGCLC enhancers gets partly decommissioned in EpiLC and retains permissive chromatin features, including H3K4me1, already present in a preceding active state (*i.e*. in 2i ESC) (Fig. 7g). This resembles the so-called latent enhancers previously described in differentiated macrophages, in which, following an initial round of activation and silencing, the persistence of H3K4me1 was proposed to facilitate subsequent enhancer induction upon restimulation^27^. The mechanisms involved in the persistence of H3K4me1 and other permissive chromatin features are still unknown, although we can envision at least two non-mutually exclusive possibilities: (i) a passive mechanism whereby MLL3/4 binding to PGCLC enhancers is already lost in EpiLC, but H3K4me1 can still be transiently retained due to the slow dynamics of H3K4 demethylation^72,73^; (ii) an active maintenance mechanism similar to the one reported for enhancer priming^24,25^, whereby the binding of certain TFs might enable the persistent recruitment of MLL3/4 and the retention of H3K4me1 within PGCLC enhancers. Since PGCLC enhancers display low and similar ATAC-seq signals in EpiLC and EpiSC (Fig. 3), this would argue in favor of passive mechanisms rather than active retention of TFs and co-activators (e.g. MLL3/4) in EpiLC.

*Drosophila melanogaster* embryos expressing catalytic deficient *Trr*, the homolog of mammalian *Mll3/4*, develop normally, thus arguing against a major role for H3K4me1 in enhancer function^39^. In contrast, the loss of MLL3/4 catalytic activities in mouse embryos resulted in early embryonic lethality (~E8.5)^66^, suggesting that H3K4me1 is functionally relevant during mammalian embryogenesis. It is important to consider that, in comparison to mammalian cells, the *D. melanogaster* genome is largely devoid (<0.03%) of CpG methylation throughout its entire life cycle^74^. Previous studies have extensively documented the protective role of H3K4me1/2 against mCpG and heterochromatinization^56,59–63^. Congruently, we showed that H3K4me1 and mCpG levels within PGCLC enhancers are negatively correlated and that H3K4me1-deficient cells displayed increased mCpG levels within Group I PGCLC enhancers. Therefore, although the importance of mCpG for enhancer activity is still debated^75–77^, it is tempting to speculate that the lack of DNA methylation in flies renders them less sensitive to H3K4me1 loss. Nevertheless, *Trr* catalytic mutant fly embryos displayed aberrant phenotypes under stress conditions, suggesting that H3K4me1 might help to fine-tune enhancer activity under suboptimal conditions. Similarly, we found that the induction of PGCLC genes linked to enhancers was reduced in dCD cells, although the magnitude of the observed gene expression changes was moderate (Fig. 6g). Therefore, we propose that H3K4me1 might facilitate, rather than being essential for, enhancer (re)activation and the robust induction of developmental gene expression programs (Fig. 7g). This H3K4me1 facilitator role might involve not only protection from DNA methylation and heterochromatinization but also increased accessibility and responsiveness to transcriptional activators (Fig. 4)^40^ as well as physical proximity between genes and enhancers^32^. Future work in additional species and cellular transitions will establish the relevance and prevalence of H3K4me1 function within enhancers.

Finally, our work highlights the diverse mechanisms whereby the epigenetic status of enhancers can contribute to developmental competence. For instance, a subset of early brain enhancers displays a poised state in ESC (i.e. H3K4me1 + H3K27me3) that might facilitate their activation upon neural differentiation^78^, while in endodermal progenitors the binding of pioneer TFs and the consequent priming of relevant enhancers by H3K4me1 might facilitate their activation during subsequent differentiation^24,25^. Moreover, recent work based on chromatin accessibility or multi-omic profiling indicates that the commitment towards certain cell lineages involves the activation of already accessible enhancers, while in other cases this can occur through de novo enhancer activation^43,79^. Future work will elucidate the prevalence and regulatory mechanisms by which the chromatin state of enhancers can contribute to cellular competence and the robust deployment of developmental gene expression programs. In this regard, it would be important to evaluate whether, as reported here for PGCLC induction, the partial decommissioning of enhancers can be involved in their subsequent reactivation and, thus, in the induction of gene expression programs in other developmental contexts. Similar mechanisms might be also important in other physiological^27^ and pathological^80,81^ contexts in which a previously used but already dismantled gene expression program gets re-activated.

## Methods

### WT and transgenic ESC lines

Two different male mouse ESC lines (i.e. E14Tg2a and R1) were used as indicated for each particular experiment. The *Mll3/4* dCD, *Mll3/4* dCT, and *Mll4* CT ESC lines were derived from WT R1 ESC as described in^38^. The E14 *Otx2*^*−/−*^ ESC line^57,82^ and its parental E14Tg2a ESC were kindly provided by Christa Bücker. Other transgenic ESC lines generated in this study are more extensively described in the following sections and are derived from E14Tg2a ESC.

### Cell culture and differentiation protocols

All ESC lines were cultured under serum+LIF conditions both for regular maintenance and CRISPR/Cas9 genome editing experiments. More specifically, ESC were cultured on gelatin-coated plates using Knock-out DMEM (*Life Technologies*) supplemented with 15% FBS (*Life Technologies*) and LIF. Before each PGCLC differentiation, ESC were adapted to 2i media (serum-free N2B27 medium supplemented with MEK inhibitor PD0325901 [0.4 μM, *Miltenyi Biotec*], GSK3β inhibitor CHIR99021 [3 μM, *Amsbio*], and LIF) for at least 4 days in gelatin-coated tissue culture plates^83^. All measurements described in the manuscript for ESC were performed under 2i conditions.

For EpiLC and PGCLC differentiation, the protocols from^83^ were followed. For the EpiLC differentiation, 6-well plates were coated with 15 µg ml^−1^ Fibronectin and 2 × 10^5^ 2i ESC were differentiated in N2B27 media supplemented with 20 ng ml^−1^ Activin A, 12 ng ml^−1^ bFGF, and 10 µl ml^−1^ KSR for two days (unless indicated otherwise for particular experiments). For the PGCLC differentiation, EpiLC or EpiSC were plated at a density of 2 × 10^4^ cells ml^−1^ and cultured as embryoid bodies (EB) on Ultra-Low attachment multiwell plates (*Corning*^*®*^ *Costar*^*®*^) in GK15 medium supplemented with growth factors (0.5 µg ml^−1^ BMP4, 0.1 µg ml^−1^ SCF, 1000 U ml^−1^ LIF and 50 ng ml^−1^ EGF, no BMP8a). Unless otherwise indicated, PGCLC were typically analyzed after four days.

EpiSC differentiation was performed according to^84^. 2i ESC were plated at a density of 2.5 × 10^5^ cells ml^−1^ on plates coated with 15 µg ml^−1^ Fibronectin and differentiated into EpiSC by passaging them in N2B27 media supplemented with 20 ng ml^−1^ Activin A and 12 ng ml^−1^ bFGF for at least eight days or as indicated in the results section for particular experiments.

### Enhancer and gene deletions with CRISPR/Cas9

Pairs of gRNAs flanking each of the selected enhancers/genes were designed with *benchling* (https://www.benchling.com). ESC were transfected with pairs of gRNA-Cas9 expressing vectors^85^ specific for each enhancer/gene using Lipofectamine 3000 (*invitrogen*). After transfection and puromycin selection, single cells were seeded into a 96 well plate to derive clonal cell lines. Then, clonal lines were genotyped by PCR and the presence of the intended deletions in each clonal line was verified by Sanger-sequencing. gRNA sequences and genomic coordinates of the different deletions are listed in Supplementary Data 6.

### Generation of the Mll3/4 dCD, Mll3/4 dCT and Mll4 CT ESC lines

The *Mll3/4* dCD ESC line was previously generated and described^38^. The *Mll3/4* dCT and *Mll4* CT ESC lines were also generated as described in^38^. Briefly, R1 ESC were co-transfected with a 200 bp single-stranded oligonucleotide donor template harboring the desired point mutations and a vector coexpressing Cas9 and gRNAs targeting *Mll3* and *Mll4*. After 48 h, single GFP + cells were sorted into 96 well plates coated with fibronectin (5 mg ml^−1^). The resulting clonal ESC lines were genotyped by PCR amplification of a region spanning the cleavage site, followed by digestion with a restriction enzyme predicted to only cut the wild-type PCR products. Once candidate ESC lines were selected, the presence of the intended *Mll3/4* mutations was confirmed by Sanger sequencing.

### Ectopic and inducible expression of candidate transcription factors

Mouse *Prdm14* and *Nanog* cDNAs were amplified and cloned into a Doxycycline (Dox)-inducible piggyBac vector^86^ enabling the ectopic expression of selected genes fused with an HA-tag at their C-terminus. The resulting piggyBac vectors were transfected together with a Super PiggyBac Transposase expressing vector (*Systems Bioscience*) and a Tet transactivator. After transfection, single cells were seeded into a 96 well plate to derive clonal ESC lines. The clonal ESC lines with the lowest expression of the transgenic genes in the absence of Dox were selected. To evaluate the effects of PRDM14 and NANOG ectopic expression on PGCLC specification, 1 µg ml^−1^ Dox was added once PGCLC differentiation was started. To investigate the effects of the ectopic expression of PRDM14 or NANOG in EpiLC and EpiSC, 1 µg ml^−1^ Dox was added 18 h before the cells were collected for downstream ChIP-seq experiments (i.e. EpiLC differentiation was initiated, after 30 h Dox was added and cells were collected after 48 h; EpiSC were maintained in differentiation media for at least eight passages and then treated with Dox for 18 h).

### Quantification of PGCLC by flow cytometry

In general, PGCLC were quantified using antibody staining and flow cytometry^83^. Briefly, after four days of PGCLC differentiation, the resulting EB were dissociated and stained for 45 min with antibodies against CD61 (*Biolegends*, cat#104307; dilution 1:500) and CD15 (*Thermo Fisher*, cat#50-8813-41; dilution 1:200) conjugated with PE and Alexa Fluor 647, respectively. All PGCLC quantifications were performed using the FACS CantoII Cytometer (*BD Bioscience*) equipped with the BD FACSDiva Software. PGCLC sorting was performed on a FACS AriaIII cell sorter (*BD Bioscience*) and the data were analyzed with FlowJo (Version 10.6.1).

### ATAC-seq

The ATAC-seq protocol was adapted from^87^ using 3.8 × 10^4^ and 5.0 × 10^4^ cells for the two replicates generated for each of the investigated cell types, respectively. Briefly, the cells were lysed in lysis buffer (10 mM Tris-HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl2, 0.1% IGEPAL CA-630) supplemented with freshly added protease inhibitor for 15 min. Following centrifugation, the pellet was resuspended in a Tn5 transposase reaction mix (*Illumina*) for 30 min at 37 °C. Following DNA purification with the MinElute PCR purification kit (*Qiagen*), libraries were prepared with the Nextera DNA library prep kit (*Illumina*).

### ChIP-seq and ChIPmentation

Cells were cross-linked with 1% formaldehyde for 10 min, followed by quenching with 0.125 M glycine, harvesting, and washing in PBS containing protease inhibitors. The cells were sequentially lysed in three buffers (lysis buffer 1: 50 mM HEPES, 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% NP-40, 0.25% TX-100; lysis buffer 2: 10 mM Tris, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA; lysis Buffer 3: 10 mM Tris, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% Na-Deoxycholate, 0.5% N-lauroylsarcosine) with rotation for 10 min in between. Then, the chromatin was sonicated with the Epishear™ Probe Sonicator (*Active Motif*) with 20 s ON and 30 s OFF for 8 cycles. After centrifugation, the supernatant was divided into input and ChIP samples. The ChIP samples were incubated with specific antibodies (Supplementary Data 6) overnight, followed by immunoprecipitation with Dynabeads Protein G beads (*invitrogen*). Next, the beads were washed with RIPA buffer (50 mM Hepes, 500 mM LiCl, 1 mM EDTA, 1% NP-40, 0.7% Na-Deoxycholate) on a magnet, eluted (50 mM Tris, 10 mM EDTA, 1% SDS), and reverse cross-linked at 65 °C overnight in parallel with the input. Finally, DNAs were purified with the ChIP DNA Clean & Concentrator (*Zymo Research*) and analyzed by qPCR (Primers in Supplementary Data 6), or ChIP libraries were generated with the TruSeq kit (*Illumina*).

When ChIP-seq profiles were generated from low cell numbers (e.g. d4 EB obtained with the PGCLC differentiation protocol), the ChIPmentation protocol described by Schmidl et al. 2015^88^ was used. Following immunoprecipitation with Dynabeads Protein G beads (*invitrogen*) in PCR tubes, samples were subject to Tagmentation (5 µl Tagmentation Buffer, 1 µl Tagmentation DNA Enzyme (*Illumina*), 19 µl Nuclease free water) in order to incorporate sequencing adapters. Lastly, DNAs were eluted from the beads and used for library preparation with the Nextera DNA library preparation kit (*Illumina*).

### Locus-specific bisulfite sequencing

Genomic DNA was purified with phenol-chloroform and subjected to bisulfite conversion according to the EZ DNA Methylation-Direct™ Kit (Zymo Research). Then, primer pairs specific for each investigated enhancer were used for PCR amplification with the EpiTaq HS polymerase (*TaKaRa*). Finally, the resulting amplicons were gel-purified, subjected to blunt-end cloning, and analyzed by Sanger sequencing. The target sequence and the bisulfite primer for the selected PGCLC enhancers are listed in Supplementary Data 6.

### ChIP-bisulfite sequencing

ChIP-bisulfite experiments were performed as described in^89^ with slight modifications. Firstly, the ChIP protocol described above was followed. After the final DNA purification, all the resulting H3K4me1 and H3K4me2 ChIP DNAs and 200 ng of the corresponding input DNA were subjected to bisulfite conversion according to the EZ DNA Methylation-Direct™ Kit (*Zymo Research*). Then, the subsequent amplification, purification, and sequencing steps were performed as described for the locus-specific bisulfite sequencing experiments.

### Genome-wide bisulfite sequencing

Bisulfite sequencing libraries were prepared from column-purified DNA of d2 EpiLC using the PBAT method^90^. Briefly, for the bisulfite conversion the instructions of the EZ Methylation Direct MagPrep Kit (*Zymo*) were followed. After purification, bisulfite-converted DNAs were eluted from MagBeads directly into 39 µl of first-strand synthesis reaction master mix (1× Blue Buffer (*Enzymatics*), 0.4 mM dNTP mix (*Roche*), 0.4 µM 6NF preamp oligo (*IDT*)), heated to 65 °C for 3 min and cooled on ice. 50 U of klenow exo- (*Enzymatics*) was added and the mixture incubated on a thermocycler at 37 °C for 30 min after slowly ramping from 4 °C. Reactions were diluted to 100 µl and 20 U of exonuclease I (*NEB*) added and incubated at 37 °C before purification using a 0.8:1 ratio of AMPure XP beads. Purified products were resuspended in 50 µl of second strand mastermix (1× Blue Buffer (*Enzymatics*), 0.4 mM dNTP mix (*Roche*), 0.4 µM 6NR adapter 2 oligo (*IDT*) then heated to 98 °C for 2 min and cooled on ice. 50 U of Klenow exo- (*Enzymatics*) was added and the mixture was incubated on a thermocycler at 37 °C for 90 min after slowly ramping from 4 °C. Second strand products were purified using a 0.8:1 ratio of AMPure XP beads and resuspended in 50 µl of PCR master mix (1x KAPA HiFi Readymix, 0.2 µM PE1.0 primer, 0.2 µM iTAG index primer) and amplified with 12 cycles. The final libraries were purified using a 0.8:1 volumetric ratio of AMPure XP beads before pooling and sequencing. All libraries were prepared in parallel with the pre-PCR purification steps carried out using a Bravo Workstation pipetting robot (*Agilent Technologies*).

### RNA isolation, cDNA synthesis and RT-qPCR

Total RNA from ESC, EpiLC, and EpiSC was extracted following the protocol of the innuPREP DNA/RNA mini kit (*Analytik Jena*), while for the RNA extraction from d2 EB, d4 EB and sorted PGCLC the ReliaPrep™ RNA Miniprep Systems (*Promega*) was used. cDNAs were generated using the ProtoScript II First Strand cDNA Synthesis Kit and Oligo(dT) primers (*New England Biolabs*). RT-qPCR were performed on the Light Cycler 480II (*Roche*) with the primers listed in Supplementary Data 6 using *Eef1a1* and *Hprt* as housekeeping controls.

### RNA-seq and scRNA-seq

Total RNA from WT and dCD EpiLC (2 replicates) and EpiSC (2 replicates) were purified as described above. Bulk RNA-seq were generated following the protocol of the TruSeq stranded kit (*Illumina*).

For scRNA-seq, EpiSC were dissociated with Accutase and all other cell types with TripleExpress. Cells were then centrifuged and resuspended in PBS containing 0.04% BSA. Next, cells were passed through a strainer, the cell concentration was determined and the scRNA-seq libraries were prepared using the Chromium Single-Cell Gene Expression (*10*× *Genomics*) according to the Single-Cell 3′ Reagents Kit (v2) protocol for the single-cell experiment of the PGCLC differentiation (Fig. 1) and the Single-Cell 3′ Reagents Kit (v3) protocol for the d4 EB from R1 WT and dCD cells (Fig. 6).

### Western Blot

Nuclei were isolated by incubating cells with lysis buffer (20 mM Tris pH 7.6, 100 mM NaCl, 300 mM sucrose, 3 mM MgCl_2_) containing freshly added protease inhibitors for 10 min at 4 °C and then centrifuged for 10 min at 4 °C and 1680 g. The resulting pellets, containing the cell nuclei, were treated with a high salt buffer (20 mM Tris pH 8.0, 400 mM NaCl, 2 mM EDTA pH 8.0) and disrupted with a glass homogenizer on ice. After incubation on ice for 30 min and centrifugation (24000 × g for 20 min at 4 °C), supernatants were collected and protein concentration was estimated by a BCA-Assay. 20 µg of the resulting protein extracts were heated in Laemmli buffer at 95 °C for 5 min, loaded on 4–15% Mini-PROTEAN^®^ TGX™ Precast Protein Gels (*Bio-Rad*) and transferred (190 mM glycine, 25 mM Tris, 20% Methanol, 0.1% SDS) to a PVDF membrane. After blocking with 5% milk, the primary antibody (Supplementary Data 6) was incubated overnight at 4 °C, and the secondary antibody (coupled to horseradish peroxidase (HRP)) for 1 h at RT with washes in between. Finally, proteins were visualized using the lumi-light plus western blotting substrate (*Roche*). Full scan images are provided in the Source Data file.

### scRNA-seq data processing

The 10x Genomics scRNA-seq data generated in this study across different stages of PGCLC differentiation can be explored by opening the*.cloupe* file available through GEO [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE155088] with the Loupe Cell Browser (https://www.10xgenomics.com). UMIs were counted using NCBI:GCA_000001635.6 and *cellranger-2.1.0*^91^. The resulting UMI values were aggregated into a single matrix with default normalization (“–normalize=mapped”) (Supplementary Data 1).

For the scRNA-seq data from E4.5–E6.5 mouse embryos^43^ the count matrix (GSE121650) was normalized to FPKM (*edgeR*, Ensembl gene annotation, v87). Then, the previously generated lineage assignments^43^ were used to solely select epiblast cells for further analysis.

### scRNA-seq data analysis

The code used to define PGCLC genes is available through Github (https://github.com/ToreBle/Germline_competence). Briefly, *monocle2*^92^ was used to evaluate the in vitro scRNA-seq data generated across the different PGCLC differentiation stages. Therefore, k-means clustering was performed on the t-SNE plots (with *k* = 3 for d2 EB and *k* = 4 for d4 EB). From the resulting clusters, those containing PGCLC were identified by the enrichment of previously defined core PGC genes from d4/d6 PGCLC and E9.5 PGCs^93^. To determine the cellular identity of the remaining clusters found within the EB, the expression of lineage-specific markers identified in E8.25 mouse embryos^42^ was used. To this end, all markers with a log2FoldChange >2.5 were considered. Each EB cluster was annotated as equivalent to the mouse embryonic tissue for which we observed the most significant enrichment in the expression of the corresponding marker genes.

The ESC, EpiLC, EpiSC, and PGCLC gene sets were defined by differential expression using *Seurat*^94^ and the negbinom option for differential expression testing. ESC, EpiLC, and EpiSC genes were determined by differential expression between the stage indicated vs the remaining two (e.g. ESC vs. d2 EpiLC and EpiSC) From this analysis only the genes upregulated in the particular stage (adjusted *p*-value < 0.005), a high expression in the stage of interest (more than 20%, pct.1 >0.2) and a low expression distribution in the others (less than 40%, pct.2 <0.4) were considered. Similar PGCLC genes were determined by differential expression between the d2 + d4 PGCLC clusters and the remaining clusters from d2 and d4 EB. Again, from this analysis only the genes upregulated in PGCLC (adjusted *p*-value < 0.005) and with high expression in PGCLC (expressed in 20% of the PGCLC) and a low expression distribution in the other analyzed cells (expressed in less than 40% of non-PGCLC EB cells) were considered. In the case of PGCLC genes this resulted in 389 PGCLC genes (Supplementary Data 2). To quantify the expression of PGCLC genes in different analyses, the UMI count matrix (of the in vitro stages) or FPKM-normalized data (of the in vivo stages) were used to calculate the mean expression of all PGCLC genes within a cell or the mean expression of each PGCLC gene across all cells of a stage.

For the RNA velocity analysis (Supplementary Fig. 1f), spliced and unspliced read counts were obtained with *kallisto*^95^ and *bustools*^96^, parsed into R-3.6.1 to create a *Seurat* object and t-SNE plot which was then overlaid by the RNA velocity calculations from *velocyto.R*^97^.

The estimation of transcriptional noise for the epiblast stages in vivo and in vitro was performed like in^44^. First, the 500 most variable genes for each stage were selected and pairwise compared by Spearman correlations. Then the Spearman correlation values were transformed into distance measurements ($$\sqrt{(1-\rho )/2}$$) that were considered to represent transcriptional noise.

For the single-cell RNA-seq data set of the d4 EB from R1 WT and dCD cells, single cells with a high percentage of mitochondrial gene expression were discarded, by considering only single cells with at least 2000 expressed genes. The clusters (Fig. 6b) were identified in the combined dataset of R1 WT and dCD cells by shared nearest neighbor (SNN) modularity optimization-based clustering algorithm from Seurat with a resolution of 0.3. This resulted in 9 clusters that were classified based on the marker gene expression of E8.25 mouse embryos^42^. Those clusters that did not show any specific marker gene expression from this cluster (e.g. 2-cell-like) were identified by differentially expressed genes within the cluster. The *Prdm1orDppa3* + */Klf4-* cells were defined using the following gene expression values; *Dppa3* >0.1 OR *Prdm1* >1 AND *Klf4* <1. The single-cell expression correlation values were determined by the Spearman correlation of the top 1000 most variable genes in each cluster and the correlation of their expression among the cells belonging to the same cluster.

### ChIP-seq data processing

For ChIP-seq data processing, single-end reads were mapped to the mouse genome (*mm10*) using *BWA*^98^. After duplication removal with the *MarkDuplicates* function from the *Picard* tools (http://broadinstitute.github.io/picard/), reads within blacklisted regions (https://www.encodeproject.org/annotations/ENCSR636HFF/) were discarded and the aligned reads were normalized with *deeptools-3.3.1*^99^ to 1x sequencing depth (as RPGC: Reads per genomic content). An overview of all the ChIP-seq experiments performed in this study is listed in Supplementary Data 6 and, briefly, it includes the following datasets:

- H3K4me1 ChIP-seq experiments in ESC (*n* = 2), EpiLC (*n* = 4) and EpiSC (*n* = 2) performed in R1 and E14Tg2a cell lines.
- H3K4me2 ChIP-seq experiments in ESC (*n* = 2), EpiLC (*n* = 3) and EpiSC (*n* = 3) performed in R1 and E14Tg2a cell lines.
- H3K4me3 ChIP-seq experiments in ESC (*n* = 2), EpiLC (*n* = 2) and EpiSC (*n* = 2) performed in R1 and E14Tg2a cell lines.
- H3K27ac ChIP-seq experiments in ESC (*n* = 2), EpiLC (*n* = 4) and EpiSC (*n* = 2) performed in R1 and E14Tg2a cell lines.
- NANOG-HA ChIP-seq experiments in EpiSC were performed as two biological replicates in E14Tg2a.
- Additional ChIP-seq experiments were performed as single replicates (Supplementary Data 6).

All the processed ChIP-seq data can be explored using the following UCSC browser sessions:

- Comparison of the pluripotent stages (related to Figs. 2, 3): http://genome-euro.ucsc.edu/s/Tore/Comparison%20of%20the%20pluripotent%20stages

- PRDM14/NANOG overexpression (related to Fig. 4): http://genome-euro.ucsc.edu/cgi-bin/hgTracks?hgS_doOtherUser=submit&hgS_otherUserName=Tore&hgS_otherUserSessionName=PRDM14%2FNANOG%20overexpression

- H3K4me1/2 deficient cells and *Otx2*^-/-^ cells (related to Figs. 4, 5): http://genome-euro.ucsc.edu/cgi-bin/hgTracks?hgS_doOtherUser=submit&hgS_otherUserName=Tore&hgS_otherUserSessionName=H3K4me1%2F2%20deficiency%20and%20Otx2%2D%2F%2D.

### ATAC-seq data processing

ATAC-seq experiments were performed as two biological replicates for each of the investigated cell types (i.e. ESC, EpiLC, EpiSC). For ATAC-seq data processing, paired-end reads were mapped to the mouse genome (*mm10*) using *BWA*^98^. Read duplicates and reads within blacklisted regions were discarded. Given the concordance of the ATAC-seq replicates (Spearman correlation of a 2 kb window for ESC: 0.86; EpiLC: 0.88; EpiSC: 0.86), BAM files for each stage were merged and converted into bigWig files by normalization to 1× sequencing depth with *deeptools-3.3.1*^99^. The processed ATAC-seq data can be also found in the UCSC browser sessions mentioned above.

### Enhancer definition

The code used to define enhancers is available through Github (https://github.com/ToreBle/Germline_competence).

PGCLC enhancers: The H3K27ac ChIP-seq data (SOLiD sequencing) from d2 and d6 sorted PGCLC^15^ were aligned with the default settings of *novoalignCS* (V1.06.09, *Novocraft Technologies*). For visualization, replicate BAM files for each stage were merged and normalized to 1 x sequencing depth. Briefly, H3K27ac peaks were called from both replicates of d6 PGCLC with MACS2^100^ using broad settings (--broad -m 5 50 --fix-bimodal --extsize 200) and *q*-values <1 × 10^−3^. Next, all peaks within a distance of 1 kb from both d6 PGCLC replicates were merged with *bedtools* (https://github.com/arq5x/bedtools2). The resulting regions were subtracted from blacklisted and promoter regions (± 2 kb of the Ensembl gene annotation, v86) with *bedtools* (Supplementary Fig. 2a). PGCLC enhancers were defined as the subset of the distal H3K27ac peaks identified in d6 PGCLC that could be physically linked to PGCLC genes according to capture HiC data generated in ESC by^47^ (Supplementary Data 1). Thereby, distal d6 PGCLC H3K27ac peaks and PGCLC genes were linked if the two anchors of a Capture HiC interaction occurred within 1 Kb of a d6 PGCLC H3K27ac peak and 3 Kb of the PGCLC gene TSS.

For the statistical comparisons of epigenetic signals within PGCLC enhancers in different cell types, we first determined the average signals of the ChIP-seq, ATAC-seq, or genome-wide CpG bisulfite sequencing within ±  1 kb of the PGCLC enhancers in d2 EpiLC and EpiSC using *deeptools-3.3.1*^99^. Then, the effect size of paired Wilcoxon tests were calculated by dividing the z-statistics by the square roots of the sample sizes using *rstatix* and *boots.ci* for the approximation of the confidence intervals (confidence level: 0.95).

EpiLC/EpiSC enhancers: Briefly, H3K27ac peaks were called in both cell types separately with MACS2^100^ using broad settings (--broad -m 5 50 --fix-bimodal --extsize 200) and *q*-values < 1 × 10^−3^. The resulting regions were subtracted from blacklisted and promoter regions (±  2 kb of the Ensembl gene annotation, v86) using *bedtools*. EpiLC and EpiSC enhancers were obtained from these regions by selecting only H3K27ac peaks located within 500 kb of the gene sets defined by single-cell RNA-seq for each cell type. The enhancer assignment to the proximal genes was done with *GREAT-4.0.4*^101^ and only enhancers with a minimum distance of 3.5 kb to the nearest transcription start site (TSS) were considered.

### CpG methylation analysis

The analysis of the local bisulfite sequencing experiments performed for selected PGCLC enhancers was evaluated with BISMA^102^.

Genome-wide DNA methylation data was analyzed with *Bismark*^103^. However, as the considered data sets were prepared with slightly different protocols, the preprocessing steps were adjusted accordingly: For the whole-genome bisulfite sequencing data from 2i ESC (GSE41923), d2 EpiLC, and EpiSC (GSE70355), the adapter trimming was performed with *Trim Galore* (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) using the default settings; for data sets generated by post bisulfite adapter tagging (pbat), either 9 (data from d2 EpiLC and PGCLC (DRA003471)) or 6 bp (genome-wide methylation data generated in this study) were removed. The DNA methylation data from E4.5–E6.5 epiblasts were generated by STEM-seq (GSE76505), and, in this case, adapter sequences were removed with *cutadapt*^104^ and *Trim Galore*, respectively. For all the previous samples, reads were mapped with *Bismark-v0.16.1*^103^ and *bowtie2-2.2.9*^105^, using the -pbat setting for the STEM-seq and pbat samples. For paired-end pbat samples the unmapped reads were remapped as single-end reads. Then, for each cell type all available datasets were combined to estimate the CpG methylation levels with the *Bismark methylation extractor*. Finally, only CpGs with a coverage of 3−100 reads were considered.

### CpG methylation heterogeneity and scNMT-seq analysis

With the scNMT-seq method the transcriptome, methylome (CpG methylation), and chromatin accessibility (GpC methylation) are recorded from the same single-cell^106^. Among all the single cells analyzed in E4.5, E5.5, and E6.5 mouse embryos by^43^, we only considered those assigned to the epiblast by scRNA-seq (https://github.com/rargelaguet/scnmt_gastrulation). Then, epiblast cells were additionally filtered according to their methylome (GSE121690) and only cells with a CpG coverage >10^2^ at PGCLC enhancers were considered. This resulted in 258 epiblast cells from E4.5, E5.5, and E6.5 with high-quality single-cell CpG methylation data.

The single-cell CpG methylation for each cell was stored in a bedGraph file. From each bedGraph file the genome-wide CpG methylation levels of individual cells were determined as the mean methylation of all covered CpGs in each single-cell. For the analysis of mCpG levels and CpG coverage within PGCLC enhancer Group I, the genome-wide bedGraph files were subtracted to obtain bedGraph files with the PGCLC enhancer regions (Supplementary Data 3) using *bedtools* (https://github.com/arq5x/bedtools2) from which the mean methylation of all covered CpGs was determined in each single-cell.

CpG methylation heterogeneity was estimated with the *PDclust* package^70^. The number of CpGs covered in each pair of cells resulted in approximately 150 CpGs for each pairwise comparison when PGCLC enhancers were considered. Then, the average of the absolute difference in the methylation values for all the CpGs covered for each pairwise comparison were computed as a dissimilarity matrix.

For the scRNA-seq data, the mean expression of all PGCLC genes (FPKM-normalized) linked to Group I PGCLC enhancers was determined per cell.

### Bulk RNA-sequencing

Public available RNA-seq data generated across different time-points of EpiLC differentiation^107^, *Otx2*^-/-^ EpiLC^57^, and *Prdm14*^-/-^ EpiLC^14^ were mapped with *STAR*^108^ to the mouse reference genome (Ensembl gene annotation, v99), and reads within genes were counted with *featureCounts*^109^. The rlog normalization was generated with *DESeq2*^110^.

For the bulk RNA-seq data generated in R1 WT and dCD cells, we analyzed three replicates for R1 WT and the dCD ESC previously generated by Dorighi et al., 2017, two replicates for R1 WT and dCD d2 EpiLC, and two replicates for R1 WT and dCD EpiSC. The transcript abundance was determined with the bootstrap mode of *kallisto* (-b 100)^95^ and the differential expression analyses were performed with *sleuth* on the gene-level (Ensembl gene annotation, v96)^95,111^.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding authors upon reasonable request. The NGS data generated in this study have been deposited in the GEO database under accession code GSE155089. The enhancer sets of this study are provided in Supplementary Data 3. Public data sets analyzed in this study include single-cell RNA-seq in E8.5 mouse embryo: “E-MTAB-6153”; bulk RNA sequencing: “EpiLC-GSE117896”, “*Otx2*^*-/-*^-GSE56138”, “*Prdm14*^*-/-*^-DRA003471”, and “Mll3/4dCD-GSE98063”; WGBS: “GSE70355”, WGBS in WT and dCD ESC: “GSE118314”; H3K27ac in PGCLC: “GSE60204”; Mll3/4 ChIP-seq in ESC: “GSE98063”; DNAse I in PGC: “GSE109767”; STEM-seq in E4.5–E6.5: “GSE76505”; single-cell RNA-seq and single-cell DNA methylation: “GSE121708”. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Enhancer-associated H3K4 methylation safeguards in vitro germline competence
**Source:** Nat Commun. 2021 Oct 1;12:5771. doi: 10.1038/s41467-021-26065-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File Name:** Supplementary Data 1

**Description:** UMI count matrix of all cells analyzed across different stages of PGCLC differentiation.

**File Name:** Supplementary Data 2

**Description:** ESC, EpiLC, EpiSC and PGCLC gene sets based on single-cell RNA-seq profiling across different stages of PGCLC differentiation.

**File Name:** Supplementary Data 3

**Description:** EpiLC, EpiSC and PGCLC enhancers coordinates and linked genes.

**File Name:** Supplementary Data 4

**Description:** RNA-seq results in WT vs MII3/4 dCD cells.

**File Name:** Supplementary Data 5

**Description:** UMI count matrix of all cells analyzed from d4 EB (WT & dCD).

**File Name:** Supplementary Data 6

**Description:** Resources

How the deposited data were processed for this re-analysis (not part of the article)

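Single cells were profiled by droplet-based scRNA-seq in 8 libraries of the mouse ESC line E14Tg2a (2i ESC, d1, d2 and d3 EpiLC, EpiSC, d2 and d4 EB, and ESC grown in serum plus LIF, written S+L ESC) and in 2 libraries of d4 EB from R1 WT and dCD cells. Each condition had 1 library. The authors made the deposited E14Tg2a counts with Cell Ranger on GRCm38 as UMI counts per gene and cell, and aggregated the 8 libraries so that all had the same number of mapped reads per cell, without scaling the counts afterwards. The R1 counts were deposited by the authors as UMI counts per gene and cell without scaling, after cells with fewer than 2000 expressed genes had been removed. The text of the methods does not name the gene annotation of either table.

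The E14Tg2a table held 27998 genes and 2782 cells and the R1 table 32285 genes and 3115 cells, and 0 columns of values were left unused. Cells of the E14Tg2a table were assigned to stages by the suffix of their barcodes, as the paper's supplement gives them. The header of that table was broken by an empty line, and 1 barcode had fewer than 16 bases after the header was rejoined. Ensembl identifiers were paired with symbols through a GENCODE annotation of GRCm38, which gave a symbol to 27645 identifiers, and of 1646 identifiers that the supplement also pairs with a symbol, 22 had a different one. Of the 389 PGCLC genes, 386 were found by symbol in the R1 table.

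Median UMIs per cell were 33971 in 2i ESC, 36750 in d1 EpiLC, 35956 in d2 EpiLC, 31893 in d3 EpiLC, 31587 in EpiSC, 24510 in d2 EB, 21658 in d4 EB, 28909 in S+L ESC, 13187.5 in R1 WT d4 EB and 11751 in dCD d4 EB. The total UMIs of a library ranged from 8757170 in 2i ESC to 22887974 in dCD d4 EB. The precision of every value is limited by these counts and by having 1 library per condition, so no test that takes cells as replicates was run, and no count of changed genes was taken from cells. CPM have exact Poisson intervals, ratios of CPM exact conditional intervals and shares exact Clopper-Pearson intervals, all at 95%. A count of 0 is given with the limit that 3 counts set.

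Log2 ratios used a pseudocount of 1 CPM and genes with at least 10 UMIs over the groups compared. The median log2 ratio of a list was ranked among 10000 random lists of the same size, matched on mean expression in 20 bins for the PGCLC genes and the stage gene sets and in 5 bins for shorter lists, with seed 1. Cells were thinned by drawing UMIs without replacement to 15374 UMIs per cell in E14Tg2a and 6831 in R1, the 10th percentile of the shallowest library, and cells below that were left out. For the detection criteria of the PGCLC genes, EB cells were thinned to 16623 UMIs, the lower of the 10th percentiles of the listed PGCLC and the remaining EB cells. Doublets were called with Scrublet as run in scanpy 1.11.5, and ranged from 0.441% in 2i ESC to 7.61% in d2 EpiLC. They were kept, and left out as an alternative.

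Neighbors, k-means clusters (3 for d2 EB and 4 for d4 EB), noise and correlations were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0, and figures with matplotlib 3.10.9. R1 cells and, as an alternative, EB of E14Tg2a were clustered with Seurat 5.3.0 and Matrix 1.6.5 in R 4.3.3, with 2000 variable genes, 10 principal components and a resolution of 0.3. The number of principal components is not named in the text of the methods. Clusters were named from lists of markers of PGC, extraembryonic ectoderm, extraembryonic mesoderm, endothelium, endoderm or gut, 2-cell embryos, naive pluripotency, and primitive streak or nascent mesoderm. The class with the highest median fold over the other cells could give the name where that fold was at least 2 and at least 3 of its markers were at least 2-fold higher. It also needed no other class to have more markers among the 10 leading genes. A cluster that was shallow for its library needed a marker of the class among these genes. Other clusters were left unnamed.

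The genes named are those the paper names for the scRNA-seq experiments, *Kmt2c* and *Kmt2d*, the cell type markers, the 5 leading genes of clusters described (given for some of the clusters), the 5 largest falls and the 5 largest rises among PGCLC genes with at least 50 UMIs in the *Prdm1orDppa3*+/*Klf4*- cells, and the 5 largest falls and rises among all genes with at least 100 UMIs from WT to dCD d4 EB and from 2i ESC to S+L ESC. Lists of 34 germline genes, 13 imprinted genes of distal chromosome 7, 32 other imprinted genes and 9 2-cell markers, of which 8 were found in E14Tg2a, were written from general knowledge. The ESC, EpiLC, EpiSC and PGCLC gene sets were taken from the supplement.

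Alternatives changed the numbers of neighbors, components and genes, the cluster resolution, the minimum of detected genes, doublets, depth, the measure of variance, the reading of the selection thresholds, the pseudocount, the scaling and the cells compared. The computations were tested on simulated data. Of 200 genes changed 4-fold, 200 were recovered within 0.5 of the log2 ratio simulated, and 94 of 100 lists of unchanged genes lay between the 2.5th and 97.5th percentiles. The more variable of paired sets of simulated cells had the higher noise in 10 of 10 draws, and 8 of 8 simulated clusters were named by their raised markers. No set test was run on the split of the PGCLC genes by enhancers, because the deposited list does not give the paper's number of linked genes. S+L ESC were left out of the comparisons of the stages because the paper's text gives no result for them, although the number of cells in its Fig. 1b legend is that of all 8 libraries. Bulk RNA-seq, ChIP-seq and methylation data of the paper were left out because they are not part of these files, as were trajectories and maps of cells drawn for display.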

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

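The tests of RNA free in the droplets and of the library for the 2-cell genes, and of RNA free in the droplets and of the line or library for *Stra8*, were chosen only after the results were seen.

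The paper's text gives no result for the library of S+L ESC, and a signal appeared in it above the limit set by a count of 0 in 2i ESC. The 8 markers of 2-cell embryos found in the table had 602 UMIs there, or 59.6 CPM (95% interval 54.9 to 64.5), against 0 UMIs in 2i ESC, which allows up to 0.343 CPM, and 0 in EpiSC. Among the other libraries, d2 EB had 33 UMIs (2.25 CPM), 31 of them in 1 cell, d2 EpiLC 15 UMIs (1.34 CPM), with 2 cells of at least 5, d4 EB 5, d1 EpiLC 3 and d3 EpiLC 1. The UMIs came from few cells, as 27 cells (8.74%) had any, 8 cells (2.59%, 1.12% to 5.04%) had at least 5, and a single cell held 290. The 5% of cells with most of these UMIs held 98.2% of them, which argues against RNA free in the droplets. A difference in depth is argued against because S+L ESC were shallower than 2i ESC and kept 62 UMIs of the markers after thinning to the same depth, which left out 16 cells, against 0 in 2i ESC. How many of the UMIs lost from the 602 lay in these 16 shallow cells was not counted, so the signal may rest in part on them. Doublets stay open, because 0 of the 8 cells with at least 5 UMIs were called doublets where 3.24% of the library's cells were, too few cells to decide. With 1 library of S+L ESC, culture conditions and the library cannot be told apart. A small 2-cell-like subpopulation in serum plus LIF is a hypothesis that stays open.

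*Stra8* (ENSMUSG00000029848, chromosome 6, 34920163 to 34939344), which the paper does not discuss, had 5 UMIs in WT d4 EB (0.243 CPM, 0.0789 to 0.567) and 80.3 CPM (76.6 to 84.0) in dCD d4 EB, where a UMI was found in 513 of 1699 cells (30.2%). Within the naive pluripotency-like cluster, the CPM of dCD cells was 73.1 times that of WT cells (counting interval 24.9 to 355, from 3 WT UMIs), which argues against a change in the shares of the clusters alone. The share of dCD cells with a UMI was 51.2% in the extraembryonic ectoderm-like cluster, 49.4% in the naive pluripotency-like cluster, 41.9% in the 2-cell-like cluster and 0.899% in the unnamed cluster, which argues against RNA free in the droplets. In thinned cells, a UMI was found in 24.0% of dCD cells and 0.0732% of WT cells, which argues against depth. The dCD line was sampled in 1 library, so that the mutation, the history of the line and the library cannot be told apart.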

How the results depend on the processing

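The results, their settings and the alternatives below were fixed before the data were examined, except those said to be chosen after seeing the data. Values without an interval count as moved beyond 10%, and counts beyond 1.5 times. Of the 148 alternatives set beforehand for the answers to the comparisons, 61 left the value within its interval or tolerance, 72 moved it and 15 reversed its direction. Of 31 chosen after seeing the data, 4 did not move it, 21 moved it and 6 reversed it. For single genes, 367 values were within their interval or tolerance, 61 moved and 0 reversed. The cause of a change was not tested unless said.

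For the PGCLC gene set, 2 to the power of the difference in mean log2(UMI + 1) gave 0.850 for d2 EpiLC over 2i ESC and reversed PGCLC over d2 EpiLC to 0.997, without scaling for depth and drawn towards 1 by the added 1 (medians of 26764 UMIs per listed PGCLC and 35956 per d2 EpiLC). The median over genes gave 0.833 and 1.45, and the sum without the 5 most abundant genes 0.576 and 1.39. The number of PGCLC-specific genes was 62 at 1.5-fold and 16 at 3-fold. The share of neighbors of the same stage (95.3% to 97.7% over 5 alternatives), the shares of PGCLC among EB cells (15.8% to 18.2% at d2 and 12.2% to 13.3% at d4 over 3 each), the number of genes meeting the detection criteria (307 to 377 over 2) and the 0 d2 EpiLC at or above the threshold set by 2i ESC (3 alternatives) stayed within their interval or tolerance.

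For the noise of d2 EpiLC minus that of 2i ESC, d1 EpiLC, d3 EpiLC and EpiSC (-0.0106, -0.0165, -0.0181 and -0.0126), thinned cells gave -0.00801, -0.00872, -0.00753 and, reversed, 0.000896. Genes by the variance of log2(UMI + 1) gave 0.0369, 0.0809 and 0.0327 for 2i ESC, d1 EpiLC and EpiSC, all reversed, and -0.00125 for d3 EpiLC. By the variance of log counts per 10000, they were -0.00417, 0.0288 (reversed), -0.0322 and 0.00666 (reversed). By dispersion standardized by mean, they were 0.0464 (reversed), -0.0290, -0.0120 and -0.0600. The same 500 genes for all stages gave -0.00195, -0.0202 and -0.0286 for 2i ESC, d1 EpiLC and EpiSC. With 1000 genes, the differences were -0.00751, -0.0120, -0.0242 and -0.00610, and with 250 genes -0.0227 and -0.0263 for d3 EpiLC and EpiSC. The same number of cells gave -0.0117 and removal of doublets -0.00945 for 2i ESC. Chosen after seeing the data, thinned cells with the same 500 genes gave 0.00462 (reversed), -0.00799, -0.00880 and -0.0149, and thinned cells with the variance of log2(UMI + 1) reversed all 4 differences, to 0.00199, 0.0187, 0.000524 and 0.0182.

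For the clusters of R1 d4 EB, the following are the shares of WT and dCD cells in the PGCLC cluster, those in unnamed clusters, and those of selected WT cells in the PGCLC cluster and selected dCD cells in unnamed clusters. With 20 components they were 13.1%, 0.471%, 0.777%, 57.3%, 67.4% and 32.2%, and with 30 components 13.1%, 0.589%, 0.847%, 56.3%, 67.4% and 29.7%. A resolution of 0.5 gave 6.99% of WT cells in the PGCLC cluster and 29.2% of selected WT cells. A higher minimum of detected genes gave 6.35% of WT cells in the PGCLC cluster, and 12.0% of WT and 31.8% of dCD cells unnamed. Thinned cells gave 13.1% and 0.981% in the PGCLC cluster, and 18.4% and 33.8% unnamed. Chosen after seeing the data, clustering without the PGCLC genes gave 12.0% and 1.00% in the PGCLC cluster, 29.7% of dCD cells unnamed and 65.2% of selected WT cells in the PGCLC cluster, and both PGC-like clusters gave 11.9% of WT cells and 80.9% of selected WT cells, or 91.9% with thresholds on UMI counts. The cluster led by globin genes left unnamed, chosen likewise, gave 55.6% of dCD cells and 36.4% of selected dCD cells unnamed, or 45.4% with thresholds on UMI counts.

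Any UMI as the selection gave 10.0% of WT and 9.89% of dCD cells, with 34.5% of selected WT cells in the PGCLC cluster and 26.8% of selected dCD cells unnamed. Thresholds on UMI counts gave 5.71% of dCD cells and 18.6% unnamed.

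For the median log2 ratios of dCD over WT of all PGCLC genes, those with and those without an enhancer (-0.09, -0.11 and 0.03), the mean of log-normalized values gave -0.13, -0.20 and, reversed, -0.0335, and median-of-ratios size factors -0.14, -0.17 and, reversed, -0.0284. At least 50 UMIs gave -0.0427, -0.10 and 0.0581. A pseudocount of 10 CPM gave -0.0588 for all and 0.0218 without an enhancer, and the selection on UMI counts -0.13 with and, reversed, -0.0305 without one. Leaving out *Prdm1*, *Dppa3* and *Klf4* gave -0.0737 for all. Cells outside the PGCLC cluster gave 0.17 and 0.13, both reversed, and 0.19, and all cells of each library 0.67 and 0.62, both reversed, and 0.69. Chosen after seeing the data, cells of both PGC-like clusters gave -1.15, -1.17 and, reversed, -1.11, from 3 dCD cells with 45728 UMIs in all, where 1 UMI is more than 20 CPM, and cells outside both gave -0.00273, -0.0576 and 0.12.

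For the correlation in the unnamed minus the named clusters (-0.0956), 500 genes gave -0.111, 2000 genes -0.0814, thinned cells -0.0361, WT cells only -0.0542 and dCD cells only -0.0242. Chosen after seeing the data, 1000 genes within each cluster gave -0.0551, those with thinned cells -0.00553, and the globin-led cluster left unnamed -0.115.

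The medians in cells of the PGCLC cluster only were not run, because 0 selected dCD cells lay there. No paired analysis was possible because each condition has 1 library and no labels pair the libraries. Depth limits genes near or under 3 UMIs in a group, for which only a limit or a wide interval is given.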

Differences from the paper's values

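The paper gives 162 WT cells (11.4%) in the PGCLC cluster of d4 EB, and 69 cells (4.87%) were found. A gap is called closed here where a value came within 1.5 times the paper's. Of the alternatives set before the data were examined, 20 components (186 cells, 13.1%), 30 components (185 cells, 13.1%) and thinned cells (179 cells, 13.1%) closed the gap, and resolutions of 0.2 and 0.5, other minimums of detected genes and the removal of doublets did not. Clustering without the PGCLC genes (170 cells, 12.0%) and counting both PGC-like clusters (168 cells, 11.9%) also closed it and were chosen after seeing the values.

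The paper gives 8 dCD cells (the paper's 0.5%) in the PGCLC cluster, and 2 cells (0.118%) were found. Of the alternatives set before the data were examined, 20 components gave the paper's 8 cells (0.471%) and 30 components gave 10 cells (0.589%), while resolutions of 0.2 and 0.5, other minimums of detected genes, the removal of doublets and thinned cells (15 cells) did not close the gap. Both PGC-like clusters (6 cells, 0.353%), chosen after seeing the values, closed it, and clustering without the PGCLC genes (17 cells), chosen likewise, did not.

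The paper places 91% (the paper's value) of the WT *Prdm1orDppa3*+/*Klf4*- cells in the PGCLC cluster, and 51.7% were found there. Of the alternatives set before the data were examined, 20 and 30 components (67.4% each) came within 1.5 times the paper's value, and thresholds on UMI counts (50%), any UMI (34.5%) and resolutions of 0.2 and 0.5 did not. Clustering without the PGCLC genes (65.2%), both PGC-like clusters (80.9%) and both PGC-like clusters with thresholds on UMI counts (91.9%), all chosen after seeing the values, also closed the gap.

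The paper places 61% (the paper's value) of the dCD *Prdm1orDppa3*+/*Klf4*- cells in undefined clusters, and 8.47% lay in the cluster left unnamed. None of the alternatives set before the data were examined closed the gap, neither thresholds on UMI counts (18.6%), any UMI (26.8%), 20 components (32.2%) and 30 components (29.7%) nor resolutions of 0.2 and 0.5. Leaving the cluster led by globin genes unnamed with thresholds on UMI counts (45.4%) came within 1.5 times the paper's value, but leaving it unnamed alone (36.4%) and clustering without the PGCLC genes did not, all 3 chosen after seeing the values.

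The paper counts 100 of its 389 PGCLC genes (the paper's count) as specific to PGCLC, from a test that took cells as replicates, and 40 were at least 2-fold above 2i ESC, d2 EpiLC and EpiSC. None of the alternatives set before the data were examined closed the gap, that is a 1.5-fold rule (62), a 3-fold rule (16) and at least 20 UMIs in PGCLC (40). Taken over 2i ESC alone, 96 genes were at least 2-fold higher.

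The shares of *Prdm1orDppa3*+/*Klf4*- cells found with thresholds on UMI counts, 6.07% of WT and 5.71% of dCD cells, match those printed in Fig. 6e. With the thresholds on log-normalized values the order of WT and dCD was the other way, at 6.29% and 6.95%.

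The paper names 3 ESC markers as specifically expressed in a contrast of ESC with PGCLC, and all 3 were higher in 2i ESC than in the listed PGCLC. Against the remaining EB cells, a comparison that its sentence does not name, *Klf4* and *Zfp57* were higher in 2i ESC. *Tbx3* was not, with 145.3 CPM in 2i ESC and 157.1 CPM in the remaining EB cells.

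The paper names *Prdm14* and *Esrrb* among the genes lower in dCD *Prdm1orDppa3*+/*Klf4*- cells. In the 89 WT and 118 dCD cells selected on log-normalized values, *Prdm14* had 12.9 CPM in WT and 14.4 CPM in dCD cells (ratio 1.12, 0.600 to 2.13). *Esrrb* was lower in these dCD cells without a detectable difference (ratio 0.776, 0.541 to 1.11). The selection on UMI counts, whose shares match Fig. 6e, held 86 WT and 97 dCD cells.

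The paper describes the undefined clusters as more heterogeneous than the others. The median correlation in the unnamed cluster, 0.375, was lower than in 9 of the 10 named clusters and higher than in the extraembryonic ectoderm-like one (0.342). With 1000 genes chosen within each cluster, an alternative chosen after seeing the data, it was 0.238. This was below all 10 named clusters, the extraembryonic ectoderm-like one (0.243) included. With those genes in thinned cells it was 0.179. The extraembryonic ectoderm-like (0.163), naive pluripotency-like (0.172) and larger PGC-like (0.161) clusters were then lower, as was the extraembryonic mesoderm-like one of 371 cells (0.161). The remaining named clusters were higher.

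The paper finds cells like extraembryonic mesoderm and endothelium in the E14Tg2a d4 EB. The rule used here gave neither name there, and left unnamed both the cluster of 253 cells led by *Ptn*, *Pitx1* and *Col3a1* and the cluster of 29 cells led by *Cldn5*, *Ctla2a* and *Emcn*.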

Other observations

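The tests of depth, of an ESC-like state, of the markers read against doublets and of the line or library for the naive pluripotency-like cluster, of the higher PGCLC gene set and of depth for the noise were chosen only after the results were seen.

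In the R1 d4 EB, the naive pluripotency-like cluster was larger in dCD (27.2%) than in WT (8.12%). *Nanog* rose over all cells from 40.0 to 116 CPM (ratio 2.91, 95% interval 2.69 to 3.15) and *Klf4* from 43.8 to 79.0 CPM (ratio 1.80, 1.66 to 1.96). Depth is argued against for the dCD cells, as 26.7% of them lay in the naive pluripotency-like cluster of thinned cells. The WT share depended on the clustering of thinned cells, where it was 0.0732% while the WT share of unnamed clusters went from 1.48% to 18.4%. The summed profile of the cluster correlated (Spearman) with 2i ESC and S+L ESC at 0.691 each, with d1 EpiLC at 0.501 and with the listed d4 PGCLC at 0.416, over 2022 genes, with the clusters centred on their own mean and the E14Tg2a groups on theirs. This fits cells in an ESC-like state, which may have kept or regained it in the EB. Doublets are argued against, since they were called in 0.867% of its cells (0.282% to 2.01%) and 0.630% of the cells of the other clusters, and a mix of cells of other clusters could not reach its levels of *Zfp57* (128 CPM, against at most 40.1 CPM, 23.7 to 63.3, in another cluster) and *Zfp42* (622 CPM, against at most 528 CPM, 487 to 572). The other 4 naive markers were not beyond the highest other cluster. With 1 dCD library, the mutation and the line or library cannot be told apart.

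The PGCLC genes as a whole were higher in dCD than in WT d4 EB, with a median log2 ratio of 0.67 over all cells, above all matched lists, of which 95% lay between -0.06 and 0.04. The naive pluripotency-like cluster alone is argued against as the source, since without it and the PGC-like clusters the share of UMIs from the set was 0.487% in WT and 0.971% in dCD cells, a ratio of 1.99 (1.98 to 2.01). The set took 1.36% of the UMIs of dCD cells in the extraembryonic ectoderm-like cluster, which held few WT cells. Within clusters the differences were smaller and went both ways, with 0.591% in dCD and 0.480% in WT in the largest extraembryonic mesoderm-like cluster, 0.687% and 0.583% in that of 264 cells, 0.521% and 0.431% in the endothelium-like, 0.658% and 0.769% in the unnamed and 2.38% and 2.52% in the naive pluripotency-like cluster. A change in the shares of the clusters, the extraembryonic ectoderm-like one among them, is thus a candidate explanation for a part of the rise, and the mutation and the line or library stay open.

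Of the 34 germline genes, none of them PGCLC genes, 32 had at least 10 UMIs over all cells and their median log2 ratio of dCD over WT was 1.42, above all matched lists (-0.11 to 0.33). Within the naive pluripotency-like cluster, 23 could be tested, with a median of 1.07 at the 100th percentile, 21 of them above 0. Within the largest extraembryonic mesoderm-like cluster only 5 could be tested, with a median of 0.15 at the 63.6th percentile. The rise of *Stra8* may thus be part of a wider rise of germ cell genes in dCD cells, a hypothesis from the same data. *Stra8* and 6 other germ cell genes whose rise had been seen were not in the list, and *Rec8* was taken out of it after a first run because its place among the leading genes of a cluster had been seen. The line or library stays open here too.

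*H19* (ENSMUSG00000000031, chromosome 7, 142575529 to 142578143), *Igf2* (ENSMUSG00000048583, chromosome 7, 142650766 to 142666816) and *Cdkn1c* (ENSMUSG00000037664, chromosome 7, 143458339 to 143461050) fell in dCD d4 EB, to 0.0379, 0.124 and 0.0318 of the WT CPM over all cells. Fewer extraembryonic mesoderm-like cells are argued against as the whole cause, because within the largest such cluster the CPM ratios of dCD over WT were 0.128, 0.339 and 0.118. Loss of a copy of the whole region is argued against, since the 6 other genes of the region with at least 10 UMIs had a median log2 ratio of -0.13 there, and for 3 of the 4 with at least 100 UMIs (*Cd81*, *Tssc4* and *Kcnq1ot1*) the interval lay above a ratio of 0.5. The remaining one, *Igf2os*, had a ratio of 0.293 (0.115 to 0.622), and a change of a part of the region stays open. Just outside the region *Lsp1*, with a ratio of 0.0577 (0.0156 to 0.149) in the same cluster, was lower too, as was *Phlda2*, with 0.392 (0.305 to 0.496). In the extraembryonic mesoderm-like cluster of 264 cells, *Lsp1* was also lower (ratio 0.123, 0.0435 to 0.282). *Phlda2* showed no detectable difference there (0.870, 0.649 to 1.16). In the unnamed cluster, *Igf2* was higher in dCD cells (ratio 2.02, 1.05 to 4.46, from 9 WT UMIs). *H19* and *Cdkn1c* were lower there (0.233 and 0.0897). *Cd81*, *Tssc4*, *Kcnq1ot1* and *Igf2os* were named after their values were seen. For 5 of the 13 imprinted genes of distal chromosome 7, values or a leading place in a cluster had been seen before their list was written. The list had a median of -0.78 over all cells (11 genes with at least 10 UMIs, 0th percentile). Its median was -1.69 in the naive pluripotency-like cluster (8 genes, 0th percentile). In the largest extraembryonic mesoderm-like cluster it was -0.16 (9 genes, 6.15th percentile). None of the 13 is a PGCLC gene. The 32 other imprinted genes, 1 of them a PGCLC gene, had a median of -0.46 within that cluster (31 genes with at least 10 UMIs), at the 0th percentile of matched lists, with 7 genes above 0, of -0.36 in the naive pluripotency-like cluster (28 genes, 0th percentile) and of -0.94 over all cells (31 genes, 0th percentile). A fall shared by imprinted genes elsewhere may thus be part of the pattern, as a hypothesis, and the mutation and the line or library were not separable.

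The lower noise of d2 EpiLC may depend on depth. In thinned cells, the smallest noise of another stage, that of EpiSC, was lower than that of d2 EpiLC by 0.000896 (-0.000896), while from all UMIs it was higher. The differences of 2i ESC, d1 EpiLC and d3 EpiLC kept their direction in thinned cells.

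S+L ESC differed from 2i ESC in the stage gene sets, with median log2 ratios of -0.31 for the ESC set, 0.56 for the EpiLC set, 0.48 for the EpiSC set and 0.08 for the PGCLC set, at the 0th, 100th, 100th and 99.7th percentiles of matched lists. The ratios of the summed CPM were 0.844, 1.19, 1.51 and, for the PGCLC set in the other direction, 0.980 (0.973 to 0.987). The largest falls from 2i ESC to S+L ESC were those of *Trpm1* (log2 ratio -4.08), *Pglyrp1* (-3.06), *Ckb* (-2.997), *Fst* (-2.95) and *Pla1a* (-2.89), and the largest rises those of *Gm21761* (39.3 CPM in S+L ESC), *Gm8300* (37.9), *Gm5662* (30.7), *Gm8994* (20.7) and *Gm4027* (16.9), which had 0 UMIs in 2i ESC except for 1 of *Gm8994*. *Gm8300* is also 1 of the 2-cell markers. Of the neighbors of S+L ESC, 99.1% were S+L ESC. Medium and library were not separable in this comparison.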
